# Exploring the sex-dependent effects of midnolin loss on hepatic transcription and chromatin accessibility

**DOI:** 10.1016/j.bbrep.2026.102745

**Published:** 2026-08-17

**Authors:** Lakshmi Sudeepthi Nissankararao, Gayeoun Kim, Soo-Mi Kweon, Vaisnavii Mohanraj, Damien Parrello, N. Sreekar, Sheng-Wei Chang, Walter Tsark, Keane Lai, Motoki Takaku

**Keywords:** Chromatin accessibility, Gene regulation, Hepatocyte metabolism, Sex differences, RNA sequencing, ATAC sequencing, Ubiquitin-independent protein degradation

## Abstract

Midnolin (Midn) is a ubiquitin-like domain–containing nuclear protein that interacts with the proteasome and mediates ubiquitin-independent degradation of transcription factors. Although Midn has been implicated in pancreatic β-cell metabolism, immune regulation, and hepatocellular carcinoma (HCC) progression, its physiological role in normal liver remains poorly defined. To investigate Midn function in vivo, we generated a liver-specific Midn e**X**pressed/**T**rapped/**R**estored [XTR] conditional-by-inversion gene-trap mouse model. Transcriptomic and chromatin accessibility profiling were performed using RNA-seq and ATAC-seq in male and female livers. Midn loss resulted in sex-dependent transcriptional alterations. In male liver, differential expression analysis revealed prominent changes in lipid-associated pathways, including fatty acid biosynthesis, steroid metabolism, and retinoic acid and bile acid metabolism. In females, fewer but biologically coherent transcriptional changes were observed, with enrichment of metabolic and membrane-associated gene categories. ATAC-seq in female liver identified modest changes in chromatin accessibility and enrichment of transcription-factor motifs associated with nuclear receptor and hepatic metabolic regulatory programs, whereas exploratory analysis in male liver using a less stringent statistical threshold suggested potential accessibility changes involving similar programs related to hepatocyte identity and metabolism. Together, these findings suggest that Midn contributes to hepatic transcriptional regulation and may influence chromatin accessibility in a sex-dependent manner. Our study provides insight into Midn function in liver homeostasis and establishes a foundation for investigating how Midn-dependent proteasomal control may contribute to metabolic liver disease and HCC.

## Highlights

• Midnolin loss alters hepatic gene expression in a sex-dependent manner.
• ATAC-seq reveals changes in liver chromatin accessibility upon Midn loss.
• Metabolic and transporter pathways are dysregulated in Midn-deficient liver.
• Midnolin links transcription factor regulation to hepatic gene programs.

## List of abbreviations:

**ATAC-seq**–: Assay for Transposase-Accessible Chromatin using sequencing
**BP**–: Biological Process (Gene Ontology)
**CC**–: Cellular Component (Gene Ontology)
**ChEA3**–: ChIP-X Enrichment Analysis 3
**COIN**–: Conditional by Inversion
**DEG**–: Differentially Expressed Gene
**FDR**–: False Discovery Rate
**GO**–: Gene Ontology
**GSEA**–: Gene Set Enrichment Analysis
**HOMER**–: Hypergeometric Optimization of Motif EnRichment
**KEGG**–: Kyoto Encyclopedia of Genes and Genomes
**MF**–: Molecular Function (Gene Ontology)
**Midn**–: Midnolin
**NES**–: Normalized Enrichment Score
**PCA**–: Principal Component Analysis
**RNA-seq**–: RNA sequencing
**TF**–: Transcription Factor
**WT**–: Wild Type
**XTR**–: eXpressed-Trapped-Restored

## 1 Introduction

Protein degradation is a fundamental process required to maintain cellular homeostasis, regulate signaling pathways, and ensure proper turnover of structural and regulatory proteins [[1], [2], [3]]. In eukaryotes, the ubiquitin–proteasome system (UPS) constitutes the major pathway for targeted protein degradation, where ubiquitin conjugation serves as the canonical signal for proteasome recruitment and substrate destruction [[4], [5], [6], [7], [8]]. More recent work, however, has revealed the existence of ubiquitin-independent degradation mechanisms that expand our understanding of proteasome specificity [[9], [10], [11], [12], [13], [14]]. One such mechanism is the midnolin–proteasome pathway, which mediates the degradation of nuclear proteins—including unstable transcription factors encoded by immediate-early genes (EGR1, FosB, c-FOS), without requiring ubiquitin conjugation [15]. Midnolin (Midn) contains a ubiquitin-like (Ubl) domain that binds directly to the proteasome and a “Catch” domain required for substrate recognition; mutations in this domain disrupt its degradation activity [15].

Midn was initially described as a nucleolar protein enriched in the developing mesencephalon [16], but subsequent studies established broader roles in cellular metabolism and disease, including cancer [[17], [18], [19]]. Midn modulates glucokinase function through its Ubl domain in pancreatic β-cells [20] and regulates parkin expression in neuronal cells [21]. In the liver, Midn expression is elevated in hepatocellular carcinoma (HCC), promotes tumorigenicity, and influences retinoic acid and lipid metabolism [22,23]. Genetic studies further indicate that Midn plays an essential role in immune development, with Midn deficiency altering lymphocyte populations and proteasome activity [24]. Despite these emerging functions, the role of Midn in regulating nuclear chromatin architecture and transcription in the liver remains unclear. Previous mouse models with constitutive Midn deficiency showed strong expression in the midbrain of e12.5 fetuses and perinatal lethality in homozygous mutants, which precluded comprehensive studies in adult mice [16,22,24]. To address this gap, we generated a liver-specific Midn Cre recombinase inducible gene-trap mouse model and performed genome-wide analyses of gene expression and chromatin accessibility in both sexes. Our findings uncover sex-specific transcriptional consequences of Midn loss and reveal that Midn regulates chromatin accessibility and gene expression programs associated with lipid metabolism, providing new insight into its physiological role in liver homeostasis.

## 2 Methods

### 2.1 Midn XTR (eXpressed-Trapped-Restored) conditional gene-trap mouse

All animal experiments were performed in compliance with relevant laws and institutional guidelines and approved by the Institutional Animal Care and Use Committee (IACUC Protocol #18153) at City of Hope. A conditional Midn depletion mouse model was generated using the COIN (Conditional by Inversion) gene-trap strategy [25,26], implemented with an XTR (eXpressed-Trapped-Restored) cassette [27] inserted into intron 2–3 of the Midn gene. Several CRISPR guide RNAs targeting intron 2–3 of Midn were designed using the MIT CRISPR design tool [28]. The activity of each CRISPR single guide RNA (sgRNA; Synthego, Redwood City California USA) was tested in mouse embryos [29], and Midn In23 CR2 sgRNA (5′-GCTCGTCTTTGTGGGCGCCG-3′) was selected. Midn-XTR gene-trap plasmid was constructed as follows. A GBlock dsDNA fragment (IDT) with Midn intron 2–3 flanking the CRISPR gRNA target site, with upstream (78 bp) and downstream (79 bp) homology arms, separated by BstBI and AvrII restriction sites, was subcloned into pCR-BluntII-TOPO (Invitrogen) using terminal HindIII and *Xba*I restriction sites to create pCR-mMidn-GBlock. A BstBI/AvrII fragment containing the XTR gene-trap cassette was isolated from plasmid pNeoXTR f0 (Addgene #69157, a gift from David Feldser [27]) and ligated into BstBI/AvrII [**sites in bold type**] -digested pCR-mMidn-GBlock between the mMidn homology arms [underlined] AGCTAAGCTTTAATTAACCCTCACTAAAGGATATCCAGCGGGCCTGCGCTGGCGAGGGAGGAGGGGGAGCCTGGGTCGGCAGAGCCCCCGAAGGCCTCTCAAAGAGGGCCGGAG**TTCGAA**GTATTCC**CTAGG**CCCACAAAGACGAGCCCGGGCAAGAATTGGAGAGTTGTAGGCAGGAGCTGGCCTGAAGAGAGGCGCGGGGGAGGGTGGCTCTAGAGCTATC to create mMidn_XTR_DonorTemplate plasmid. Biotin-labeled PCR products from multiple reactions with Midnolin XTR donor template plasmid using primers biotin-M13F x (5′-Biotin-GTAAAACGACGGCCAGT-3′) and M13R (5′-CAGGAAACAGCTATGACC-3′) were combined and purified. Poly-adenylated Cas9-monomeric Streptavidin (Cas9-mSA) mRNA was in vitro transcribed from the SP6 promoter of pCS2+Cas9-mSA (Addgene #103882, a gift from Janet Rossant [30]), linearized with *Xba*I (Ambion SP6 mMESSAGE mMACHINE + pA kit). Homologous recombination was performed in 2-cell-stage C57BL/6J mouse embryos injected with Cas9–monomeric streptavidin mRNA, CRISPR single-guide RNA, and biotinylated double-stranded DNA repair template [30,31]**.** Female C57BL/6J mice were superovulated as described previously [32]. Embryos were collected at the 2-cell stage and each blastomere of C57BL/6J was microinjected with 75 ng/μl Cas9-mSA mRNA and 20 ng/μl mMidn In23 XTR gene-trap BioPCR template in 1 mM Tris/0.1 mM EDTA/50 mM NaCl using a Micro-ePore pinpoint cell penetrator (World Precision Instruments, Sarasota FL USA). The microinjected embryos were transferred to the oviducts of pseudopregnant female mice and the resulting founder mice were genotyped to identify those carrying the Midn-XTR gene-trap allele. In the eXpressed configuration, the cassette resides in the noncoding orientation and includes a GFP reporter and splice acceptor sequence positioned antisense to the endogenous transcript, allowing normal transcription and splicing of Midn exons 1–8 under baseline conditions. Exposure to Cre recombinase induces an irreversible inversion of the cassette into the Trapped configuration, placing the splice acceptor and GFP reporter in the sense orientation. This redirects endogenous Midn transcription to terminate prematurely after exon 2 and produce a GFP fusion transcript, thereby disrupting Midn expression while marking recombined cells by GFP fluorescence. Because transcription is interrupted upstream of the cassette, the resulting Midn transcript retains exons 1–2, whereas sequences downstream of exon 2 are excluded; any aberrant exon 2–8 fusion product would be expected to undergo nonsense-mediated decay. The XTR design allows cell type-specific or tissue-specific expression patterns of eXpressed (Midn-X) and Trapped (Midn-T) alleles depending on the specificity and activity of the Cre driver. Expression of Flpe recombinase will excise the gene-trap cassette fully and restore expression of the target gene. For the present study, mice harboring the Midn-XTR allele were crossed with a liver-specific Albumin-Cre line, Cg-Speer6-ps1Tg (Alb-cre)21Mgn/J, enabling Midn inactivation selectively in hepatocytes. Liver tissues were collected from mice aged 11–14 weeks, snap-frozen in liquid nitrogen, and stored at −80 °C.

### 2.2 RNA purification and RNA-seq

Total RNA was isolated from mouse liver tissue (N = 3) using the RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol for animal tissues. Briefly, tissues were homogenized in Buffer RLT supplemented with β-mercaptoethanol and clarified by centrifugation. Following the addition of 70% ethanol, RNA was bound to the silica membrane, washed using the provided wash buffers, and eluted in RNase-free water. RNA concentration and purity were assessed using a NanoDrop spectrophotometer, and RNA integrity was evaluated by Agilent Bioanalyzer analysis.

For library preparation, ribosomal RNA (rRNA) was depleted from 25 to 1000 ng of total RNA using the KAPA RNA HyperPrep Kit with RiboErase (Roche). rRNA depletion was achieved by hybridization of rRNA to complementary DNA oligonucleotides, followed by RNase H and DNase treatment to remove rRNA–DNA hybrids. The remaining RNA was fragmented using heat and magnesium, and first-strand cDNA synthesis was performed using random priming. Second-strand synthesis incorporated dUTPs into the cDNA. Sequencing adapters were ligated, and libraries were PCR-amplified. Library size distribution was assessed using an Agilent Bioanalyzer.

RNA purification, library preparation, and sequencing were performed at the Yale Center for Genome Analysis (YCGA). All libraries were sequenced on a NovaSeq 6000 (Illumina) platform to generate paired-end reads (150 bp). Sequencing reads were aligned to the *Mus musculus* GRCm39 reference genome (mm39) using STAR [33] with default parameters for stranded paired-end RNA-seq. Gene annotation was based on the Ensembl release 110 (Mus_musculus.GRCm39.110.chr.gtf). Following alignment, uniquely mapped reads were assigned to genes using HTSeq [34] in reverse-stranded mode. Gene-level count tables were generated for all samples and used for downstream differential expression analyses.

Differential expression analysis was performed using the DESeq2 [35] package in R. Count matrices were imported into DESeq2. Dispersion estimates and fold changes were calculated using DESeq2's default statistical framework. Pairwise contrasts were conducted to compare wild-type (WT) and Midn-T samples within male and female groups separately. Genes with an adjusted P value (FDR) < 0.1 were considered significantly differentially expressed (Supplementary Table 1). Functional enrichment analyses of differentially expressed genes were conducted using DAVID [36].

For qPCR, the following primers were used:

Midn: Forward 5′-GTTGTCCCAACGCCTCAAAG-3’ (exon 2), Reverse 5′-CAAGGCTTGCATAACGGACTG-3’ (exon 4).

EGFP: Forward 5′-GCTGACCCTGAAGTTCATCT-3′, Reverse 5′-AGAAGTCGTGCTGCTTCAT-3’.

### 2.3 ATAC-seq

ATAC-seq libraries were generated from frozen mouse liver tissues (N = 2) at the YCGA, following their standard ATAC-seq workflow. 20–30 mg of tissue was used as input for each library. Nuclei were isolated using the Singulator™ 200 system (S2 Genomics) according to the manufacturer's protocol and counted using Trypan Blue staining. For each sample, 50,000 nuclei were used for library preparation with the ATAC-Seq Kit (Active Motif) following the manufacturer's instructions. Intact nuclei were subjected to transposition with Tn5 transposase, and adapter-ligated DNA fragments were PCR-amplified using i7 and i5 indexed primers. The size distribution of the final libraries was assessed using an Agilent TapeStation system, and library quantification was performed by quantitative PCR using the KAPA Library Quantification Kit (Roche). Libraries were sequenced on an Illumina NovaSeq 6000 platform to generate paired-end 150-bp reads. Sequencing reads were aligned to the *Mus musculus* GRCm39 (mm39) reference genome using STAR [33]. Duplicate reads were removed prior to peak calling. Peaks were identified using MACS2 [37,38], and peaks from all samples were merged to generate a unified peak set for downstream analyses.

Peak-level read counts were obtained using featureCounts [39] on the unified peak set, with each peak refined to a 500 bp window centered at the peak midpoint. Differential peak analysis between WT and Midn-T samples was performed using edgeR [40] with TMM normalization in the SARTools [41] package. For female mice, peaks with FDR < 0.1 were considered significantly differentially accessible (Supplementary Table 2). For male mice, raw P < 0.05 was used to identify exploratory differential peaks due to sample-to-sample variability (Supplementary Table 2). Motif enrichment analysis (de novo and known) was performed using HOMER [42], and peak-to-gene assignments were generated using ChIPpeakAnno [43].

### 2.4 Data integration between ATAC-seq and RNA-seq

Genes associated with differential ATAC-seq peaks were annotated to the nearest protein-coding gene. For each set of increased or decreased ATAC peaks, the corresponding gene lists were used as custom gene sets. RNA-seq differential expression results were ranked by the DESeq2 stat value, and gene-set enrichment analysis [44] was performed using the fgsea multilevel algorithm [45]. Normalized enrichment scores (NES), P values, and FDR values were obtained from fgsea, and leading-edge subsets were used to define core enriched genes. Enrichment plots were generated to visualize the trend of ATAC-associated genes across the ranked transcriptome.

## 3 Results

### 3.1 Loss of downstream exon usage and distinct transcriptional profiles in livers of mice with the Midn gene-trapped (Midn-T) allele

To interrogate the physiological role of Midn in the liver, we utilized a conditional gene-trap strategy in which an XTR COIN cassette containing a GFP reporter was inserted into intron 2 of the Midn locus. Cre-mediated inversion disrupts the normal transcriptional continuity between exon 2 and downstream exons, resulting in a truncated transcript while simultaneously activating GFP expression (Fig. 1A). This strategy is designed to eliminate Midn protein production by preventing splicing of exons 3-8, resulting in the absence of the conserved Ubiquitin-like domain. Quantitative PCR (qPCR) analysis confirmed a robust reduction of Midn mRNA levels in both male and female livers, accompanied by induction of GFP expression following gene-trap (Fig. 1A). 

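Livers from 3 WT and 3 Midn-T mice of each sex were compared, and the comparisons of the 2 sexes share no library. The authors aligned the reads to GRCm39 with STAR, assigned uniquely mapped reads to genes with HTSeq and compared Midn-T with WT samples within each sex with DESeq2. The authors' deposited tables give for each gene the mean normalized count of the 6 samples of 1 sex, the log2 fold change of Midn-T over WT, its standard error, the Wald statistic and a two-sided p-value. They hold no value for a single sample, so the depth of each library is unknown. The spread between mice is read from the standard error, and a single outlying mouse cannot be seen. The authors' deposited table for males lists 56884 genes, of which 15168 have an adjusted p-value, with mean normalized counts of at least 16.84. That for females lists 18149 genes, each with an adjusted p-value, with means of at least 6.61. The mean normalized counts summed to 3.03e+07 in males and 3.08e+07 in females. The 10 genes with the largest means held 15.5% and 18.3% of these sums, and loci of or resembling ribosomal RNA held 1.59% and 2.40%. Over the 15129 genes with an adjusted p-value in both sexes, the median standard error of the log2 fold change was 0.19 in males and 0.15 in females. Benjamini-Hochberg adjusted p-values were recomputed from the deposited p-values and differed from the deposited ones by at most 1.82e-05 in males and 2.25e-07 in females. Gene lists fixed in advance stood in for annotation terms. Each list was tested with the multilevel algorithm of fgsea on the genes ranked by the Wald statistic, which gives a normalized enrichment score (NES), and the p-values were adjusted over the 35 tests of 18 lists in both sexes. These p-values come from permuting genes and do not cover the variation between mice.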

To further validate the loss of Midn expression, we performed bulk RNA-seq on livers from male and female WT and Midn-T mice. Genome browser visualization revealed robust Midn transcription across all exons in WT samples, whereas Midn-T samples showed read coverage restricted to exons 1–2, with complete absence of downstream exons (Fig. 1B). 

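Midn (ENSMUSG00000035621) lies on chromosome 10 of GRCm39 from 79984087 to 79994202. Its log2 fold change in the authors' deposited tables, which count all exons of a gene together, was 0.10 (standard error 0.12) in males and 0.00083 (standard error 0.10) in females. The recomputed adjusted p-values were 0.886 and 1.00. The annotated transcript Midn-201 holds 3746 nt in 9 exons. Exon 1, from 79984087 to 79984183, and exon 2, from 79985516 to 79986147, together hold 729 nt, or 19.5% of its length. Whether WT reads are spread evenly along the transcript was not tested. If they are, reads lost from every later exon and unchanged in density on exons 1 and 2 would give a log2 fold change of -2.36. The values of the authors' deposited tables lay 21.0 standard errors above this in males and 23.1 standard errors above it in females. Counts per exon were not used here. From the browser tracks, the paper states that coverage in Midn-T samples is restricted to exons 1 and 2 (Fig. 1B).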

Consistent with this observation, exon usage analysis demonstrated a selective loss of exon 3 and exon 4 usage in Midn-T samples relative to WT controls (Fig. 1C).

**Fig. 1:**
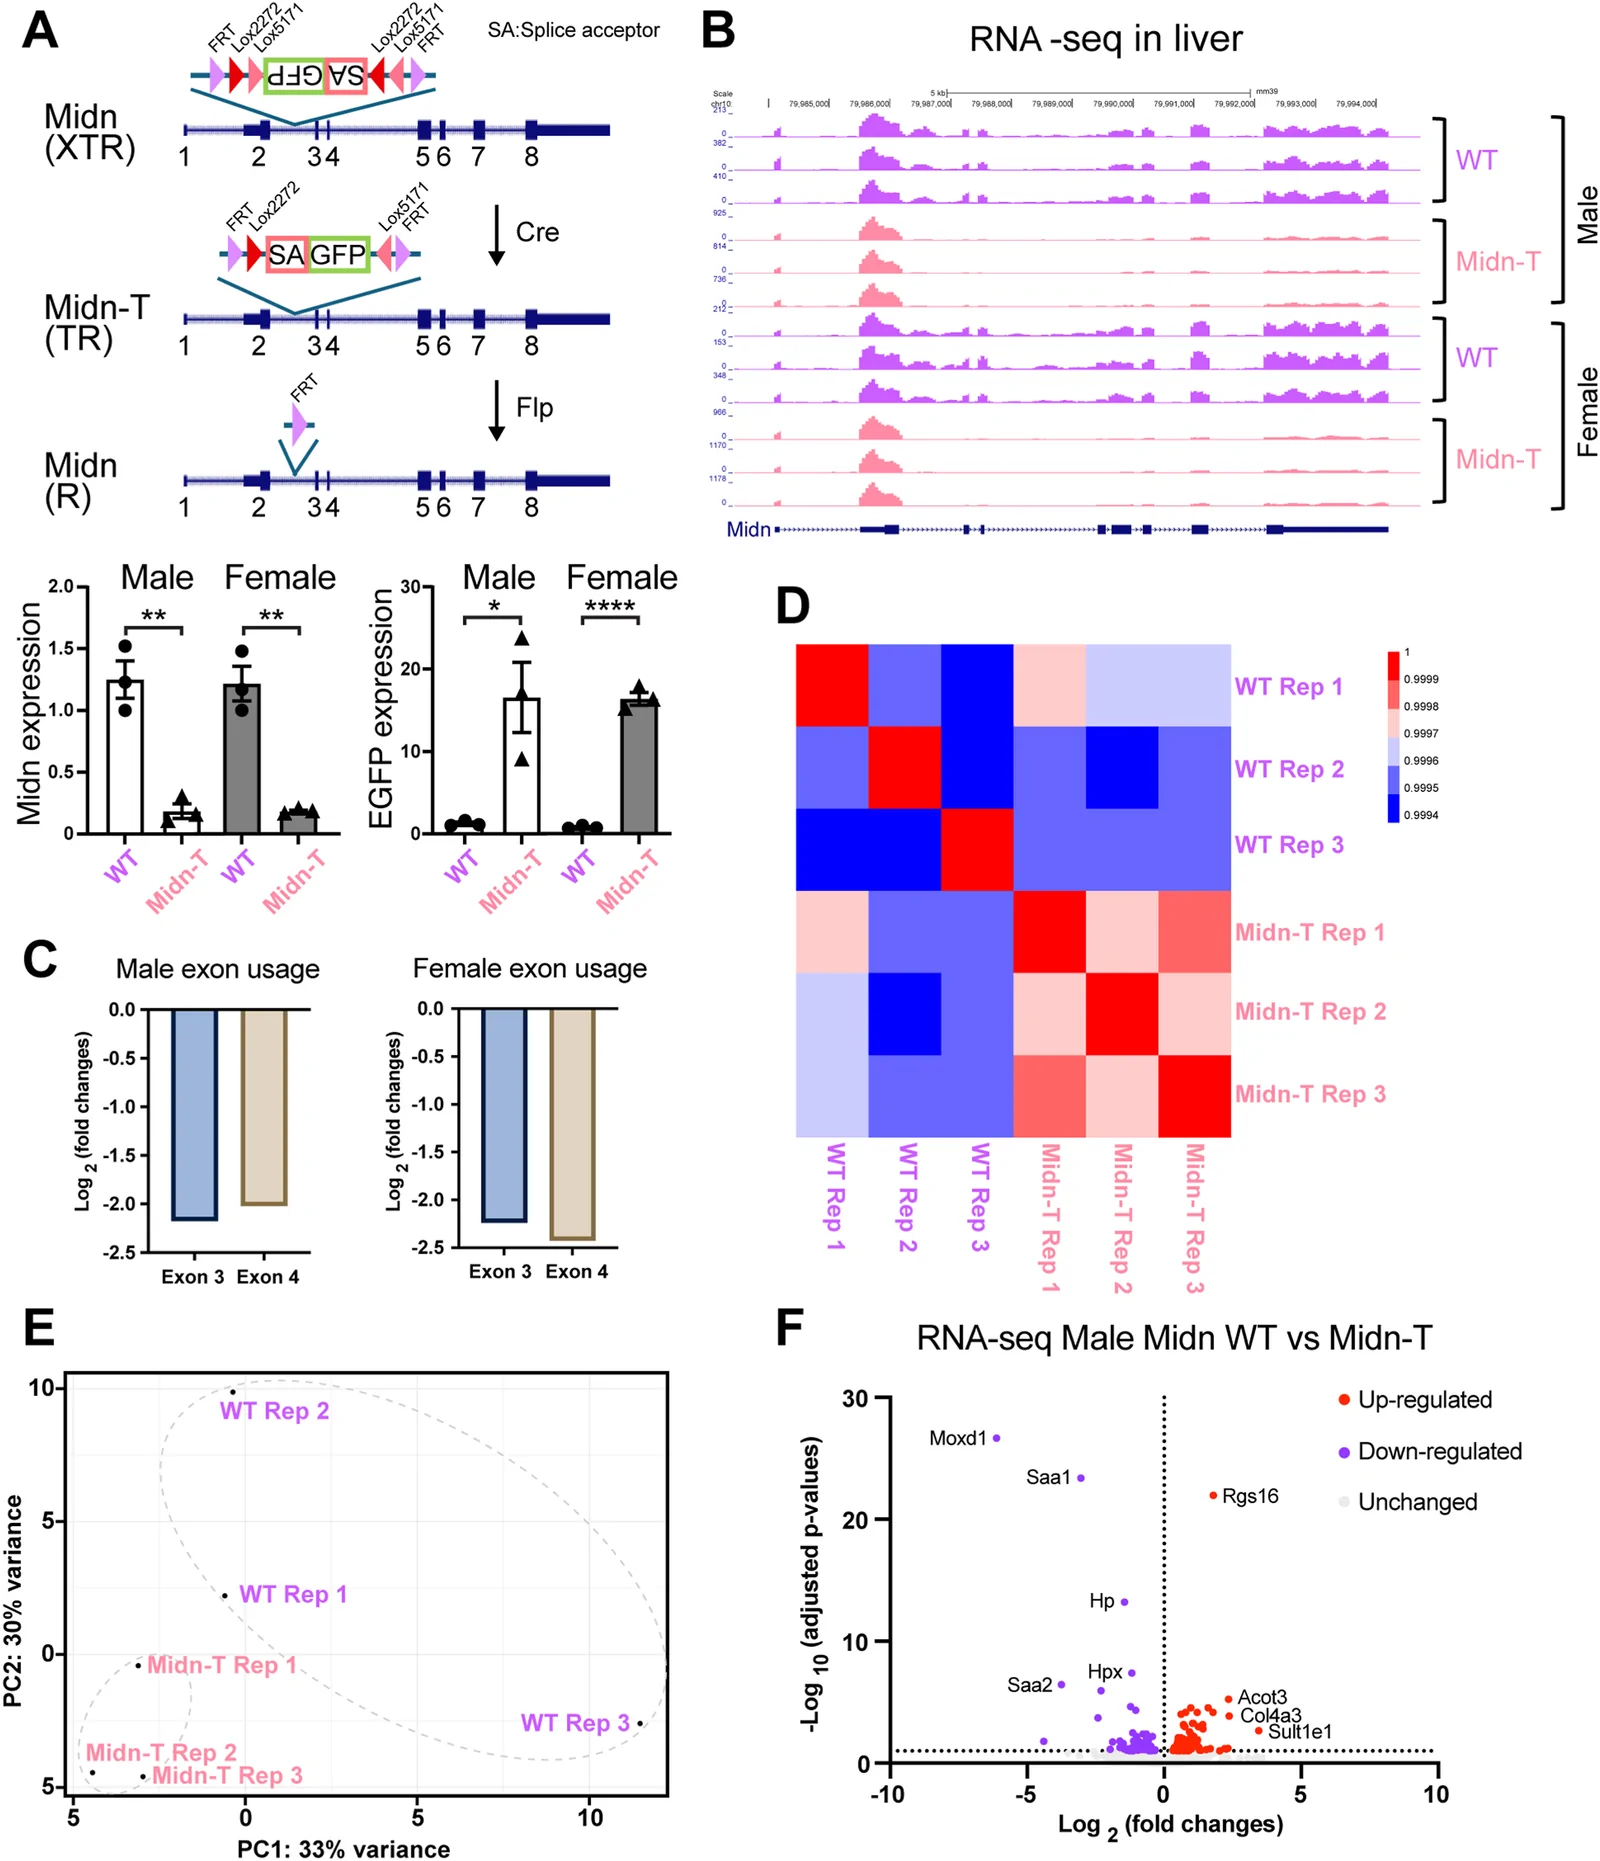
Midn conditional depletion strategy and transcriptomic changes in mouse liver **(A)** Schematic of the Midn genomic locus and qPCR results for Midn gene-trap confirmation. The COIN-based Midn conditional depletion allele is shown in the top panel. Insertion of an invertible GFP-containing gene-trap cassette into intron 2 disrupts Midn transcription upon Cre-mediated inversion. The XTR allele (eXpressed) is converted by Cre recombination into the TR (Trapped) state, resulting in gene disruption and GFP expression. This gene-trapped state can be restored to the R (Restored) state by Flp recombination. qPCR analysis confirmed a marked reduction of Midn expression in both male and female livers, accompanied by robust induction of GFP expression following gene-trap. Data are presented as mean ± SEM from three biological replicates per genotype for each sex. Statistical comparisons were performed using an unpaired two-tailed Student's t-test. *P < 0.05, **P < 0.01, and ****P < 0.0001. **(B)** RNA-seq genome browser tracks illustrating Midn expression across WT and Midn-T male and female liver samples. RNA-seq was performed using three biological replicates per genotype for each sex. WT animals show abundant reads across Midn, whereas Midn-T samples display truncation at exon 2 with no downstream transcription. **(C)** Midn exon usage analysis showing selective loss of exon 3 and 4 usage. **(D)** Heatmap of sample-to-sample correlation based on normalized RNA-seq counts in male liver. WT and Midn-T samples cluster separately. **(E)** Principal component analysis (PCA) of liver transcriptomes demonstrating clear separation between WT and Midn-T. **(F)** Volcano plot of differentially expressed genes (DEGs) in male Midn-T versus WT livers. Up-regulated genes in Midn-T are shown in red, down-regulated genes in blue, and unchanged genes in gray.

We next assessed global transcriptional patterns. Sample-to-sample correlation matrices showed tight clustering among biological replicates within each genotype and clear segregation between WT and Midn-T male samples (N = 3, Fig. 1D). Principal component analysis (PCA) further demonstrated strong genotype-dependent separation, with principal components 1 and 2 explaining 33% and 30% of the variance, respectively (Fig. 1E). These data indicate that Midn deficiency induces reproducible transcriptomic remodeling in both sexes. 

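Of the 15168 male genes with an adjusted p-value, 1495 (9.86%) had an unadjusted p-value under 0.05, and 183 had an adjusted p-value under 0.1. In the authors' deposited table for males, the up-regulated genes among the 183 had log2 fold changes from 0.32 to 3.45 with a median of 0.76, and the down-regulated genes from -6.12 to -0.32 with a median of -0.83. The annotation lists 21 of the 183 as other than protein coding. The count moved most when the Wald statistic was divided by its robust standard deviation of 1.11, a choice made after seeing the data, which left 53 of the 183 genes. The gene with the smallest adjusted p-value was Moxd1 (ENSMUSG00000020000, chromosome 10, 24099308 to 24178688), with a log2 fold change of -6.12 (standard error 0.52) in the authors' deposited table and a recomputed adjusted p-value of 2.1e-27. Rgs16 (ENSMUSG00000026475, chromosome 1, 153616091 to 153621228) had a log2 fold change of 1.80 (standard error 0.17) there and an adjusted p-value of 1.1e-22. Among the 10 genes with the smallest adjusted p-values, Rgs16, Acot3 and Gask1a were up-regulated and Moxd1, Saa1, Hp, Hpx, Saa2, Pdgfrl and Fgl1 were down-regulated. The authors' deposited table gives log2 fold changes of 2.35 (standard error 0.40) for Acot3, -2.31 (standard error 0.37) for Pdgfrl and -1.22 (standard error 0.22) for Fgl1.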

Differential expression analysis in male liver samples identified genes significantly altered by Midn loss, including both 108 up-regulated and 75 down-regulated genes at an FDR < 0.1 (Fig. 1F). Several metabolic and immune-related genes exhibited notable changes, suggesting that Midn plays a role in maintaining hepatic transcriptional homeostasis.

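Of the 29 acute phase genes with an adjusted p-value in males, 7 were differentially expressed, and all 7 (Saa1, Saa2, Saa3, Hp, Hpx, Lbp and Cp) were down-regulated (two-sided Fisher's exact test, p = 4.1e-08). Adjusted over the list alone, 18 genes passed an adjusted p-value of 0.1. Hp (ENSMUSG00000031722) had a log2 fold change of -1.46 (standard error 0.17) in the authors' deposited table and a recomputed adjusted p-value of 6.2e-14, and Hpx (ENSMUSG00000030895) had -1.19 (standard error 0.18) there and 4.2e-08. The authors' deposited table gives Saa1 (ENSMUSG00000074115, chromosome 7, 46389916 to 46392547) a log2 fold change of -3.04 (standard error 0.28) and its paralog Saa2 (ENSMUSG00000057465, 46401214 to 46403737) -3.75 (standard error 0.59). How reads were divided between these 2 genes was not tested, so their separate values are uncertain. The acute phase list, of whose 30 genes 6 are also in another list, had an NES of -2.43 (adjusted p = 1.2e-07), with 27 of the 30 fold changes below 0. The list of Kupffer and other immune cell genes, which shares 0 genes with other lists, had an NES of -2.39 (adjusted p = 2.0e-07). None of its 20 genes was differentially expressed, 8 had an unadjusted p-value under 0.05, 8 passed when adjusted over the list alone and all 20 fold changes were below 0. The median standard error of these 20 genes in the authors' deposited table was 0.41, above that of all 10000 random lists matched on mean expression, whose median was 0.17. For the acute phase list the median standard error exceeded 99.98% of such lists. The circadian clock list, which also shares 0 genes with other lists, had an NES of 2.25 (adjusted p = 1.6e-05), with 18 of its 26 fold changes above 0 and 8 genes passing when adjusted over the list alone. Ranking genes by log2 fold change in place of the Wald statistic moved the lists most, with 10 of the 35 tests past an adjusted p-value of 0.05 against 20. The acute phase and immune lists stayed past it, and the circadian clock list did not (NES 1.09, gene permutation p = 0.313).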

### 3.2 Midn deficiency alters hepatic metabolic and transporter-related pathways

To identify the biological processes affected by Midn loss, we performed functional enrichment analysis using the differentially expressed genes between male Midn wild-type and Midn-T livers. Gene Ontology Biological Process (GO BP) terms were significantly enriched for pathways involved in lipid metabolism, including lipid localization, bile acid and bile salt transport, alcohol and steroid metabolic processes, and chemical homeostasis (Fig. 2A). These findings indicate that Midn regulates a subset of metabolic genes essential for maintaining hepatic lipid and sterol balance. 

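In males, the fatty acid synthesis list had an NES of 2.20 (adjusted p = 3.0e-05). Acss2, Elovl6, Fasn and Pklr were up-regulated, and 9 of its 24 genes passed when adjusted over the list alone. Their log2 fold changes in the authors' deposited table ran from 0.62 (standard error 0.17) for Acss2 to 0.89 (standard error 0.24) for Pklr. The cholesterol biosynthesis list had an NES of 2.12 (adjusted p = 1.8e-04) with 0 of its 25 genes differentially expressed, 6 with an unadjusted p-value under 0.05 and 6 passing when adjusted over the list alone. The list of PPARA targets and fatty acid oxidation genes had an NES of 2.15 (adjusted p = 3.7e-05). Acot3, Acot4 and Cyp4a10 were up-regulated, and 4 of its genes passed when adjusted over the list alone. The bile acid synthesis list had an NES of 1.59 (adjusted p = 0.048) with Akr1d1 and Cyp8b1 up-regulated and 3 genes passing when adjusted over the list alone. Genes of higher expression in female than in male liver had an NES of 2.17 (adjusted p = 3.7e-05), with Acot3, Atp6v0d2 and Hamp2 up-regulated, Cyp17a1 down-regulated and 6 passing when adjusted over the list alone. Genes of higher expression in male liver had an NES of -2.01 (adjusted p = 4.1e-04), with C6, Moxd1 and Mup20 down-regulated and 7 passing when adjusted over the list alone, but 12 of the 24 fold changes were above 0 and 12 below. Mup20 belongs to a cluster of close paralogs, so its value is uncertain. Another list holds 1 of the 24 fatty acid synthesis genes, 0 of the 25 cholesterol genes, 3 of the 36 PPARA genes, 2 of the 15 bile acid synthesis genes, 3 of the 30 female-biased and 4 of the 24 male-biased genes. With genes ranked by log2 fold change, the female-biased list stayed past an adjusted p-value of 0.05, and the other 5 lists did not (adjusted p from 0.155 to 0.945).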

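Apolipoproteins and other lipoprotein genes formed a list of 22 genes, of which 4 are also in another list. Saa1 and Saa2, both of which also count among the acute phase genes, were its only differentially expressed genes in males and the only 2 that passed when adjusted over the list alone, while 6 had an unadjusted p-value under 0.05. The NES was -1.60 (gene permutation p = 0.024, adjusted p = 0.044), with 11 of the 22 fold changes above 0 and 11 below. Its median Wald statistic was 0.0738, above that of 22.7% of 10000 random lists matched on mean expression, which gave a two-sided p of 0.455.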

GO Cellular Component (GO CC) analysis revealed strong enrichment for extracellular regions, multiple plasma membrane subdomains, and lipoprotein particle-related compartments (Fig. 2B). These components align with the metabolic and secretory functions of hepatocytes and suggest that Midn loss impacts genes associated with membrane trafficking and extracellular metabolic signaling. GO Molecular Function (GO MF) enrichment further highlighted alterations in transmembrane transporter activity, including bile acid transmembrane transporter activity and lipid transporter activity (Fig. 2C). These results support the interpretation that Midn-T disrupts transport processes critical for hepatic bile acid handling and lipid flux.

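Of the 17 bile acid transport genes with an adjusted p-value in males, 4 were differentially expressed (two-sided Fisher's exact test, p = 4.3e-05). The authors' deposited table gives log2 fold changes of 0.72 (standard error 0.15) for Slc10a1 (ENSMUSG00000021135), 0.48 (standard error 0.12) for Abcc3 (ENSMUSG00000020865), 0.76 (standard error 0.21) for Slco1a4 (ENSMUSG00000030237) and -1.03 (standard error 0.25) for Slc10a2 (ENSMUSG00000023073). Their recomputed adjusted p-values were 8.8e-04, 0.027, 0.047 and 0.015. Adjusted over the list alone, 9 genes passed. The list, of whose 19 genes 2 are also in another list, had an NES of 1.91 (adjusted p = 0.0054) with 15 of the 19 fold changes above 0. Ranked by log2 fold change the same list had an NES of -0.694 (gene permutation p = 0.893).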

**Fig. 2:**
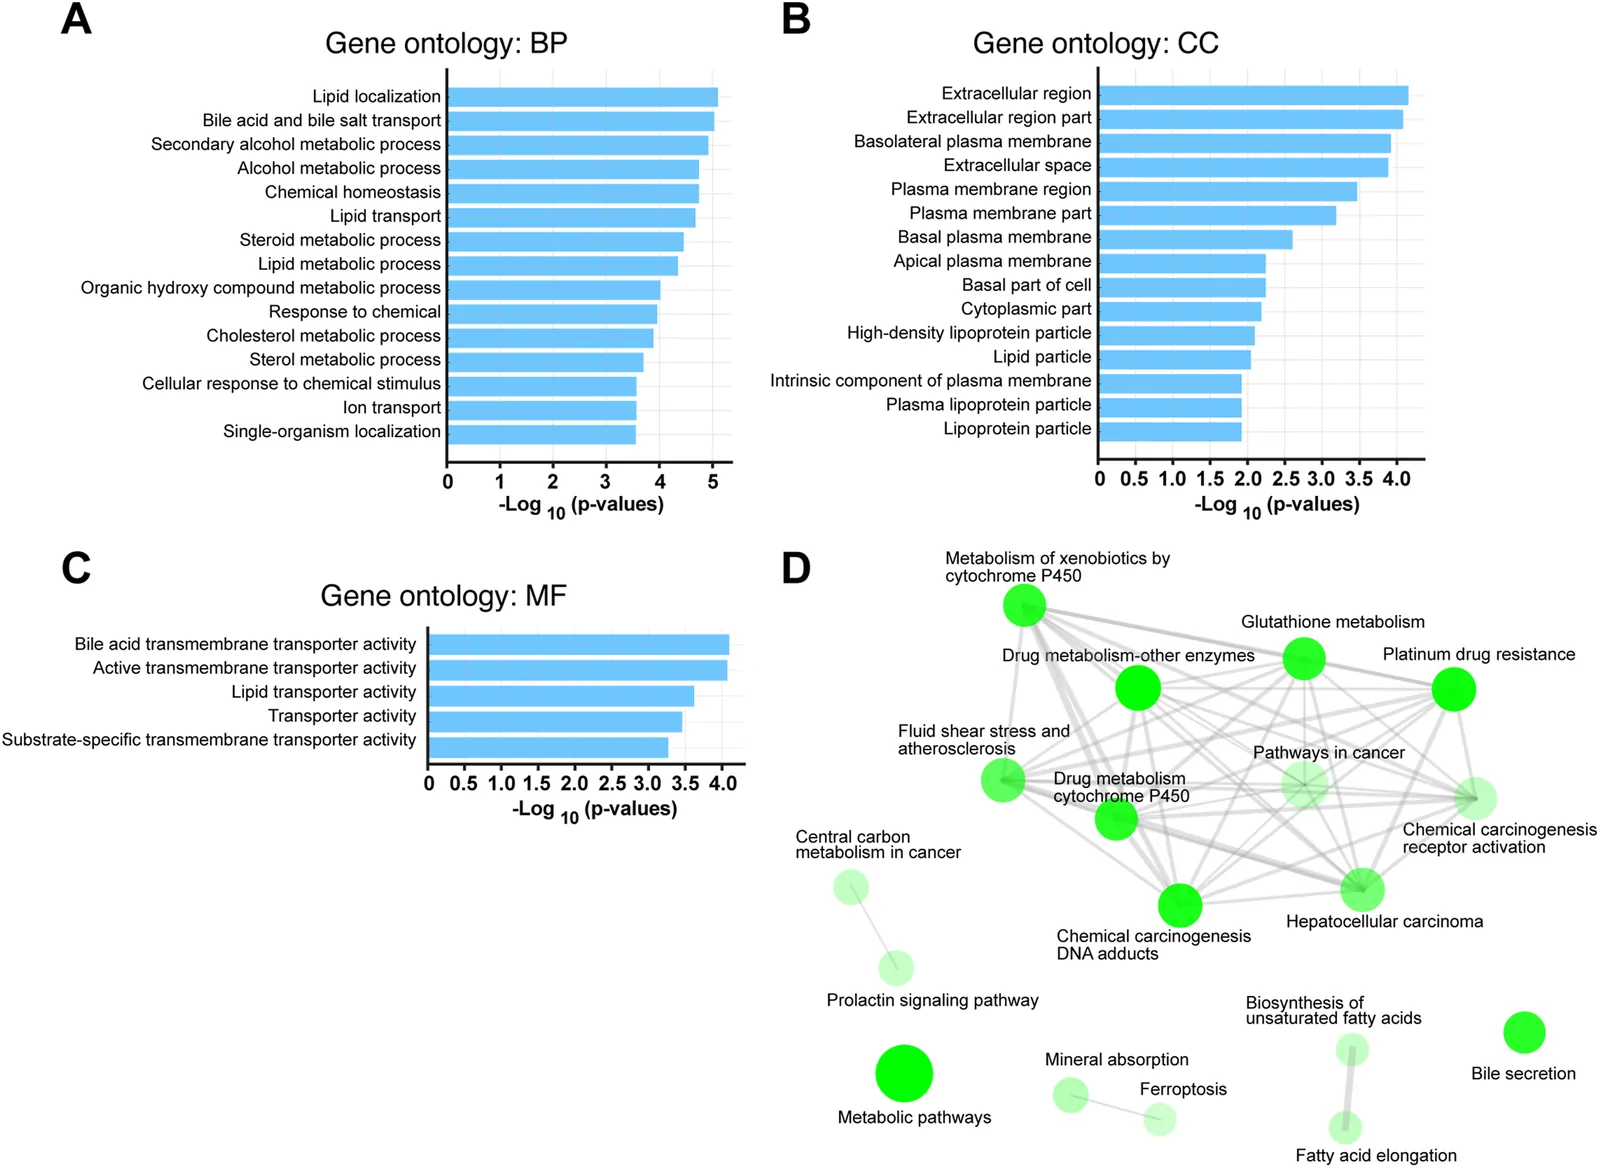
Gene Ontology (GO) enrichment of differentially expressed genes in Midn-T liver **(A)** Enriched Biological Process (BP) terms associated with DEGs in male livers. Lipid metabolic processes, steroid metabolism, and organic compound metabolism are among the top enriched pathways. **(B)** Enriched Cellular Component (CC) categories showing enrichment of extracellular region, plasma membrane regions, and lipoprotein particles. **(C)** Enriched Molecular Function (MF) categories, including bile acid and lipid transporter activity. **(D)** KEGG pathway similarity network constructed from enriched pathways based on gene set overlap (edge cutoff = 0.3). Node size reflects the number of differentially expressed genes per pathway, and node opacity indicates enrichment significance. Edges represent pathway similarity based on shared gene content.

To further contextualize these enrichment results at the pathway level, we constructed a KEGG pathway similarity network based on gene set overlap (edge cutoff = 0.3), enabling visualization of functionally related pathways as interconnected modules (Fig. 2D). This network analysis revealed a prominent, densely connected cluster enriched for xenobiotic and drug metabolism pathways, including cytochrome P450-mediated processes and platinum drug resistance, together with a hepatocellular carcinoma pathway. Collectively, these findings indicate that Midn deficiency preferentially perturbs coordinated hepatic metabolic and detoxification networks, particularly those involving membrane transporters, xenobiotic processing, and lipid metabolism.

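In males, 7 of the 39 xenobiotic cytochrome P450 and glutathione transferase genes with an adjusted p-value were differentially expressed (two-sided Fisher's exact test, p = 3.7e-07). Cyp2a5, Gsta2, Gstm6, Gstt1, Gstt2 and Gstt3 were up-regulated and Gstp2 was down-regulated. Gstt2 (ENSMUSG00000033318, chromosome 10, 75666948 to 75673258) had a log2 fold change of 0.71 (standard error 0.14) in the authors' deposited table and a recomputed adjusted p-value of 6.9e-04. Adjusted over the list alone, 19 genes passed. The list, of whose 40 genes 3 are also in another list, had an NES of 2.39 (adjusted p = 8.0e-07), with 33 of the 40 fold changes above 0. It stayed past an adjusted p-value of 0.05 when genes were ranked by log2 fold change. From the enriched terms and the pathway network of the male genes, the paper concludes that Midn deficiency mainly disturbs hepatic metabolic and detoxification networks (Fig. 2).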

### 3.3 Midn loss in female liver alters metabolic pathways and leads to sex-specific transcriptional responses

To determine whether Midn deficiency induces transcriptional changes in female liver similar to those observed in males, we performed RNA-seq on WT and Midn-T female mice. The correlation analysis demonstrated strong within-group clustering and clear separation between WT and Midn-T samples (Fig. 3A). The PCA analysis further highlighted genotype-dependent segregation, with PC1 explaining 36% of total variance and PC2 explaining 25% (Fig. 3B), confirming a distinct transcriptional signature associated with Midn deficiency.

**Fig. 3:**
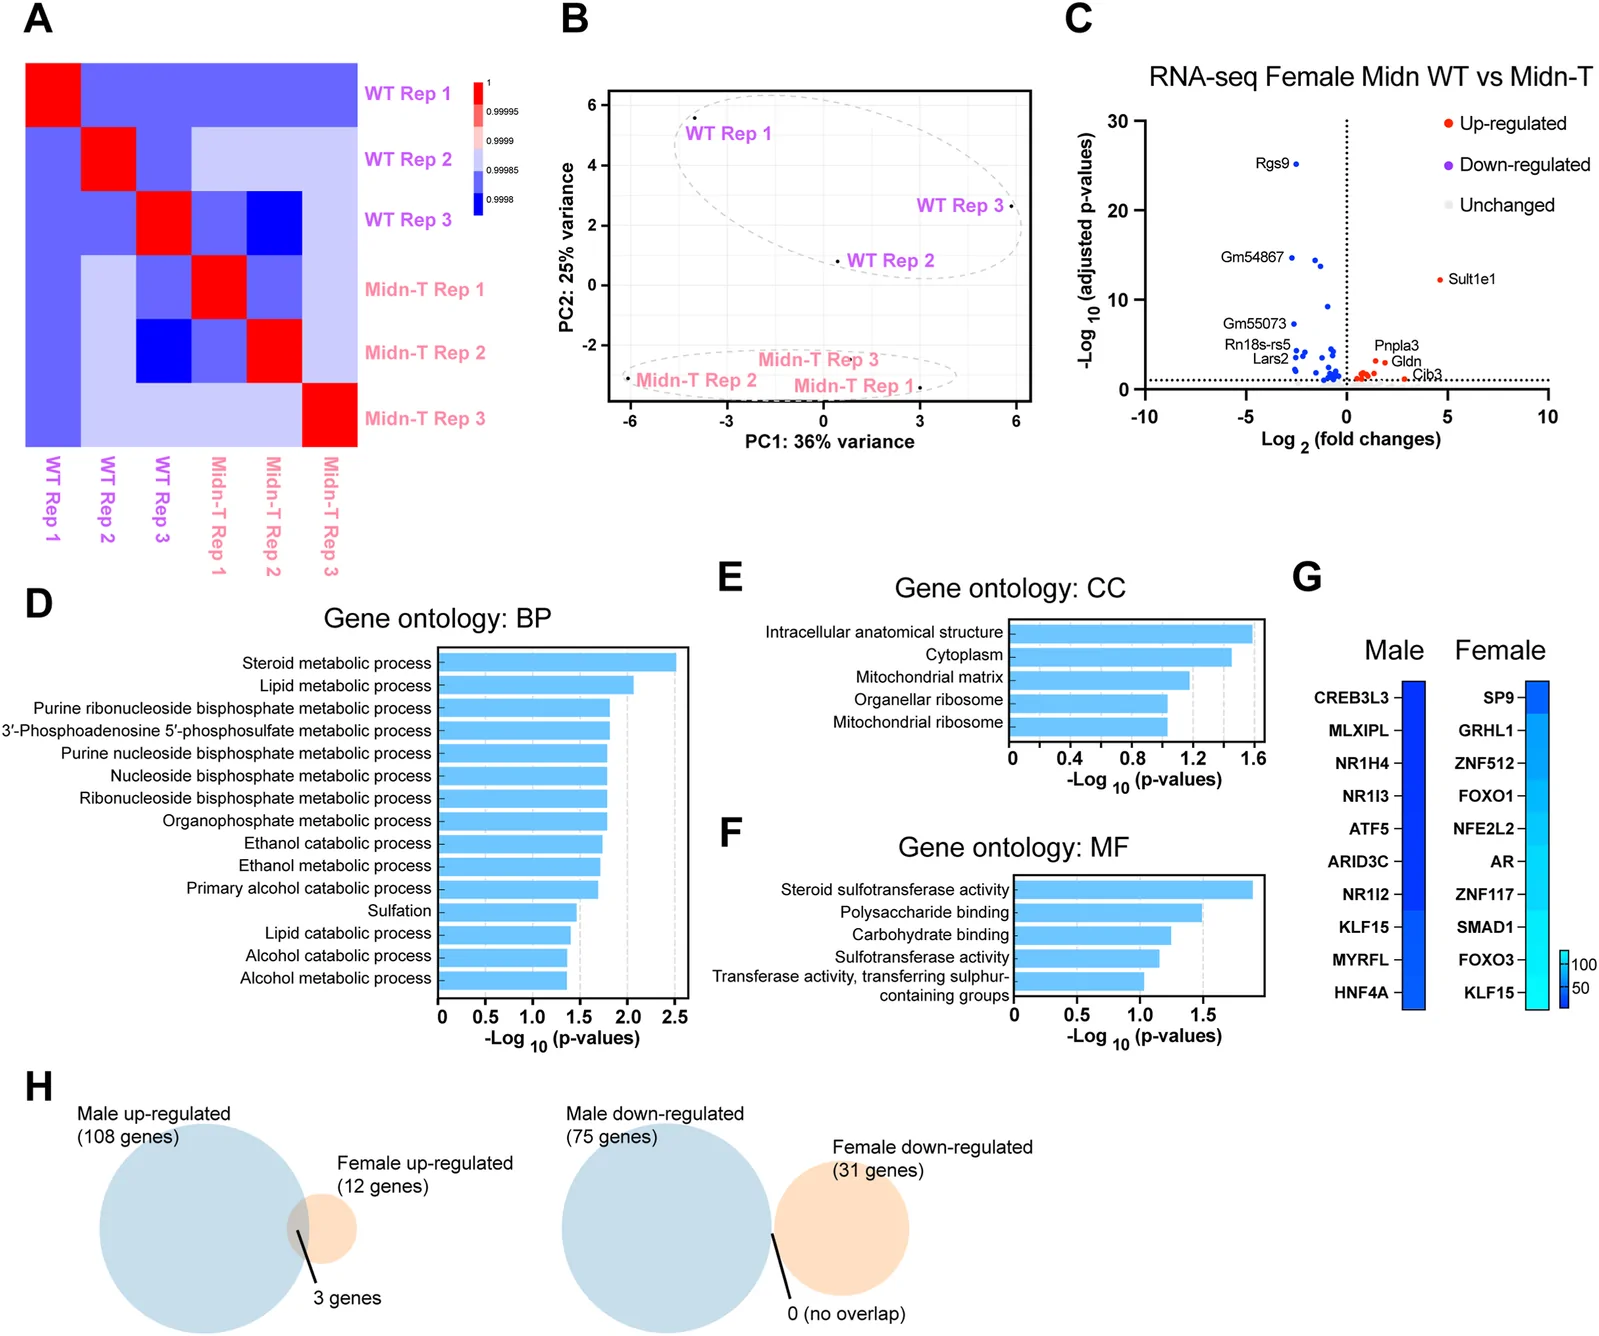
Transcriptomic effects of Midn-T in female liver **(A)** Sample correlation heatmaps showing overall consistency among biological replicates and clear WT–Midn-T separation. RNA-seq was performed using three biological replicates per genotype in female mice. **(B)** PCA plots showing separation of WT and Midn-T samples along PC1 and PC2 (36% and 25% variance, respectively). **(C)** Volcano plot illustrating differential expression between WT and Midn-T females. **(D-F)** GO enrichment analysis of differentially expressed genes in Midn-T female liver. Enriched GO BP, CC, and MF categories are shown. **(G)** Predicted upstream transcription factors identified by ChEA3 analysis for male and female Midn-T livers. **(H)** Venn diagrams comparing differentially expressed genes between male and female Midn-T livers. The left diagram shows the overlap of up-regulated genes, and the right diagram shows the overlap of down-regulated genes.

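Of the 18149 female genes, 538 (2.96%) had an unadjusted p-value under 0.05 and 43 an adjusted p-value under 0.1. The robust standard deviation of the Wald statistic was 0.776, below the value of 1 that chance gives. Dividing the statistic by it, a choice made after seeing the data, moved the count most, to 173 genes that include the 43, with 73 up-regulated and 100 down-regulated. In the authors' deposited table for females, the median log2 fold change among the 43 was 1.01 for up-regulated and -0.93 for down-regulated genes. The annotation lists 20 of the 43 as other than protein coding. The list of ribosomal RNA and rRNA-like loci, of whose 17 genes 0 are in another list, held 6 of the 43 (Gm54867, Gm55073, Lars2, Rn18s-rs5, mt-Rnr1 and mt-Rnr2), all down-regulated (two-sided Fisher's exact test, p = 5.6e-14), and 6 passed when adjusted over the list alone. It had an NES of -2.27 (adjusted p = 4.7e-06) in females and 1.51 (adjusted p = 0.087) in males, where 1 of its loci (Snord118) was down-regulated and 7 passed when adjusted over the list alone. Lars2 is annotated as protein coding and Snord118 is named as a small nucleolar RNA, so the list is broader than ribosomal RNA. Rgs9 (ENSMUSG00000020599, chromosome 11, 109116158 to 109189025) had the smallest adjusted p-value, 6.9e-26, with a log2 fold change of -2.51 (standard error 0.22) in the authors' deposited table for females and 2.33 (standard error 1.07) in that for males, values close to those of several of these loci. The authors' deposited table for females gives log2 fold changes of -2.73 (standard error 0.30) for Gm54867 and -1.57 (standard error 0.18) for Gm49839. Gm49839 (chromosome 17, 28676458 to 28680069) lies within Fkbp5, which is also down-regulated and on the same strand, so its value is uncertain.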

Differential gene expression analysis revealed that Midn-T females displayed a modest but biologically meaningful set of transcriptional changes, with 12 genes up-regulated and 31 genes down-regulated at FDR < 0.1 (Fig. 3C). Several genes involved in metabolic and stress-response pathways were significantly up-regulated or down-regulated, consistent with the metabolic alterations observed in male Midn-T livers.

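Among the female genes of metabolism, Ppp1r3g (ENSMUSG00000050423, chromosome 13, 36142822 to 36154371), which encodes a glycogen-targeting subunit of a protein phosphatase, had a log2 fold change of -1.30 (standard error 0.15) in the authors' deposited table and a recomputed adjusted p-value of 1.9e-14. Igfbp1 (ENSMUSG00000020429) had -0.79 (standard error 0.14) there and 3.3e-05, and Pnpla3 (ENSMUSG00000041653), 1.43 (standard error 0.29) and 6.9e-04. In males the authors' deposited table gives log2 fold changes of -0.28 (standard error 0.83) for Ppp1r3g, -0.12 (standard error 0.63) for Igfbp1 and -0.71 (standard error 0.75) for Pnpla3. The difference between the sexes had adjusted p-values of 0.984, 0.999 and 0.452. The female fatty acid synthesis list had an NES of 2.30 (adjusted p = 8.1e-06), with 23 of 24 fold changes above 0, Pnpla3 up-regulated and 5 passing when adjusted over the list alone. Tested on genes ranked by the difference of the fold changes between the sexes, this list had an NES of 1.14 (adjusted p = 0.360). PPARA targets and fatty acid oxidation genes had an NES of -1.80 (adjusted p = 0.0096) with 0 differentially expressed, 6 with an unadjusted p-value under 0.05 and 1 passing when adjusted over the list alone, and -1.05 (gene permutation p = 0.379) with genes ranked by log2 fold change.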

To identify biological pathways perturbed by Midn loss in Midn-T females, we performed Gene Ontology (GO) enrichment analysis on the differentially expressed genes. 

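Sult1e1 (ENSMUSG00000029272, chromosome 5, 87723828 to 87739461), which encodes an estrogen sulfotransferase, had a log2 fold change of 4.63 (standard error 0.56) in the authors' deposited table for females and a recomputed adjusted p-value of 6.0e-13. The cholesterol biosynthesis list had the highest NES of the 17 lists tested in females, 2.75 (adjusted p = 1.7e-10), with 23 of its 25 fold changes above 0. None of its genes was differentially expressed, 9 had an unadjusted p-value under 0.05 and 4 passed when adjusted over the list alone. Its NES for the difference between the sexes was -1.07 (adjusted p = 0.407). The male-biased list had an NES of 2.35 (adjusted p = 4.4e-06), with 19 of 23 fold changes above 0, Mup20 up-regulated and 6 passing when adjusted over the list alone.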

GO BP categories showed strong enrichment for small molecule metabolic processes, lipid metabolism, fat cell differentiation, and steroid metabolism (Fig. 3D). These pathways align with Midn's putative role in regulating hepatic metabolic gene networks. GO CC enrichment revealed that female DEGs encode proteins localized to the intracellular region, cytoplasm, mitochondrial matrix, and membrane-bound organelles (Fig. 3E). This pattern suggests broad effects on intracellular metabolic machinery, particularly mitochondrial functions associated with lipid and amino acid metabolism. GO MF categories highlighted alterations in transmembrane transporter activity, lipid transporter activity, and substrate-specific transporter activity (Fig. 3F), supporting the idea that Midn deficiency disrupts hepatic nutrient and metabolite transport.

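In females, 0 of the 18 bile acid transport genes were differentially expressed, 1 had an unadjusted p-value under 0.05 and 0 passed when adjusted over the list alone, and the list had an NES of 0.935 (adjusted p = 0.656). Pltp (ENSMUSG00000017754, chromosome 2, 164677702 to 164701743), which encodes a phospholipid transfer protein, had a log2 fold change of 0.80 (standard error 0.19) in the authors' deposited table and a recomputed adjusted p-value of 0.014. It was the only differentially expressed gene of the lipoprotein list, which had an NES of 1.01 (adjusted p = 0.566) and 1 gene passing when adjusted over the list alone. The bile acid synthesis list had an NES of -1.57 (adjusted p = 0.061) with 0 genes differentially expressed, 0 with an unadjusted p-value under 0.05 and 0 passing when adjusted over the list alone. For the xenobiotic list the NES was -1.05 (adjusted p = 0.525), with 0 genes differentially expressed, 2 with an unadjusted p-value under 0.05 and 0 passing when adjusted over the list alone.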

Given Midn's function as a ubiquitin-independent proteasome adaptor, we next asked whether Midn loss may activate specific transcription factors whose stability is normally constrained by Midn-mediated degradation. ChEA3 transcription factor enrichment identified distinct sets of candidate upstream regulators in male and female livers (Fig. 3G). In male Midn depleted livers, enriched transcription factors included HNF4A, CREB3L3, MLXIPL (ChREBP), KLF15, and multiple nuclear receptors involved in metabolic and detoxification pathways (NR1H4/FXR, NR1I3/CAR, and NR1I2/PXR). These factors are central regulators of hepatocyte identity, nutrient sensing, bile acid metabolism, and xenobiotic response, indicating that Midn loss in male liver preferentially impacts core metabolic and transporter-associated transcriptional programs. In contrast, female Midn-T livers showed enrichment of transcription factors associated with stress-responsive signaling, hormone action, and dynamic transcriptional regulation, including FOXO1, FOXO3, NFE2L2 (NRF2), AR, and SMAD1, as well as factors linked to epithelial or differentiation-associated programs (GRHL1, SP9, and ZNF family members). These regulators are known to control oxidative stress responses, hormone-dependent transcription, and context-dependent cell-state transitions, suggesting that Midn loss in female liver engages transcriptional networks distinct from those observed in males. These findings suggest that the molecular consequences of Midn loss are largely sex specific and influence distinct regulatory networks in male and female liver.

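Of the 17 lists tested on the difference of the log2 fold changes, male minus female, 10 had an adjusted p-value under 0.05. The acute phase list had an NES of -2.64 (adjusted p = 8.9e-10), the immune list -2.59 (adjusted p = 2.7e-09), the xenobiotic list 2.31 (adjusted p = 5.2e-06) and the PPARA list 2.19 (adjusted p = 4.5e-05). In females the acute phase list had an NES of -0.61 (adjusted p = 0.989) with 0 genes differentially expressed, 0 with an unadjusted p-value under 0.05 and 0 passing when adjusted over the list alone, and the immune list 0.84 (adjusted p = 0.806) with the same 3 counts of 0. The circadian clock list had an NES of -0.83 (adjusted p = 0.809) in females, with 0 genes differentially expressed, 1 with an unadjusted p-value under 0.05 and 1 passing when adjusted over the list alone. The female-biased list had -0.54 (adjusted p = 0.989) there, with 0 genes on each of the 3 counts. The plot of enrichment scores by list sets the sexes side by side.

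**Figure D1:**
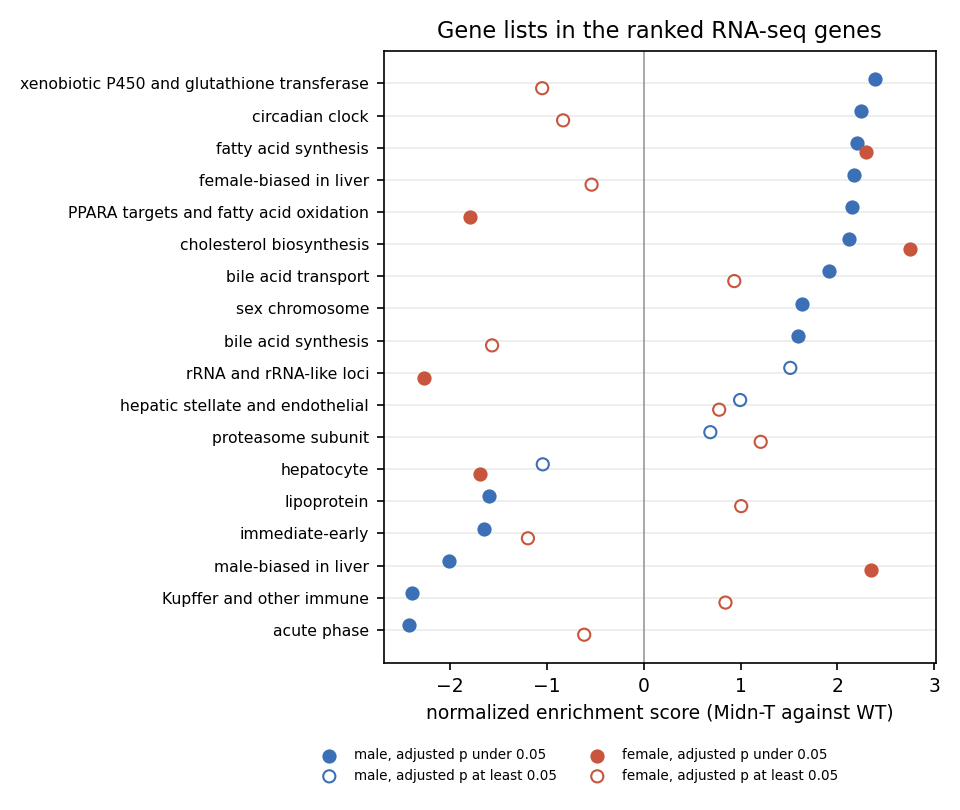
Normalized enrichment score (x axis, no unit) of each of the 18 gene lists (y axis) on genes ranked by the Wald statistic, males and females marked separately, with filled markers for an adjusted p-value under 0.05. The acute phase list lies at -2.43 in males and -0.61 in females, and the cholesterol biosynthesis list above 2 in both.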

To directly compare the transcriptional responses to Midn loss between sexes, we examined the overlap of differentially expressed genes identified in male and female livers. 

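The genes differentially expressed in both sexes were Gask1a, Cib3, Sult1e1, Gpcpd1, Gm14097 and Mup20, which is 6 of the 15129 genes with an adjusted p-value in both (two-sided Fisher's exact test, p = 9.6e-06). The log2 fold changes in the authors' deposited tables for males and females were 1.60 (standard error 0.28) and 0.74 (standard error 0.18) for Gask1a (ENSMUSG00000038233), and 1.41 (standard error 0.29) and 2.86 (standard error 0.76) for Cib3 (ENSMUSG00000074240). For Sult1e1, up-regulated in females, the authors' deposited table for males gives 3.45 (standard error 0.75). The difference between the sexes had adjusted p-values of 0.496, 0.861 and 0.978 for these 3 genes. The other 3 moved in opposite directions. Gpcpd1 (ENSMUSG00000027346, chromosome 2, 132370761 to 132435960) had 1.08 (standard error 0.25) in males and -0.54 (standard error 0.13) in females in the authors' deposited tables. Gm14097 (ENSMUSG00000084839, chromosome 2, 132535622 to 132540543) had 0.90 (standard error 0.27) and -0.61 (standard error 0.16) in the authors' deposited tables. Its span lies within that of Shld1, but on the opposite strand, and reads were counted by strand. Whether any Shld1 reads were counted for it was not tested. Mup20 (ENSMUSG00000078672) had -1.0 (standard error 0.27) and 0.73 (standard error 0.20) in the authors' deposited tables. Counting a gene that was differentially expressed in 1 sex and had an unadjusted p-value under 0.05 with the same sign in the other gave 10 genes, 8 up-regulated and 2 down-regulated, beside 15 with opposite signs.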

Only three up-regulated genes were shared between the male and female DEG sets, whereas no overlap was observed among down-regulated genes (Fig. 3H). Thus, although Midn deficiency perturbs metabolic pathways in both sexes, the specific downstream transcriptional responses are largely distinct between male and female livers.

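A z-test of the difference between the male and female log2 fold changes covered 18132 genes. Of these, 1137 had an unadjusted two-sided p-value under 0.05 and 48 an adjusted p-value under 0.1, 30 with a larger male value and 18 with a smaller one, and the fold changes had opposite signs in 39. The difference was past the threshold for 34 of the 174 tested genes differentially expressed in males only and 6 of the 37 in females only, so that 43 of the 217 tested genes called in either sex (19.8%) are shown to differ. Rgs16 had the smallest p-value, with a difference of 1.93 (adjusted p = 7.2e-19), and Hp had -1.40 (adjusted p = 5.2e-06). Of 180 male differentially expressed genes in the female table, 79 had the same sign in females (43.9%, Wilson 95% interval 36.8 to 51.2, two-sided exact binomial p = 0.117), and of the 43 female genes 20 had the same sign in males (46.5%, interval 32.5 to 61.1, exact binomial p = 0.761). Across the 18132 genes, which are not independent replicates, Spearman's rho of the male and female fold changes was -0.04 and Pearson's r -0.03. The correlation moved most for the 217 genes called in either sex, with rho -0.14 and r -0.18. From the small overlap of the differentially expressed genes, the paper concludes that the responses of male and female livers are largely distinct (Fig. 3H).

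**Figure D2:**
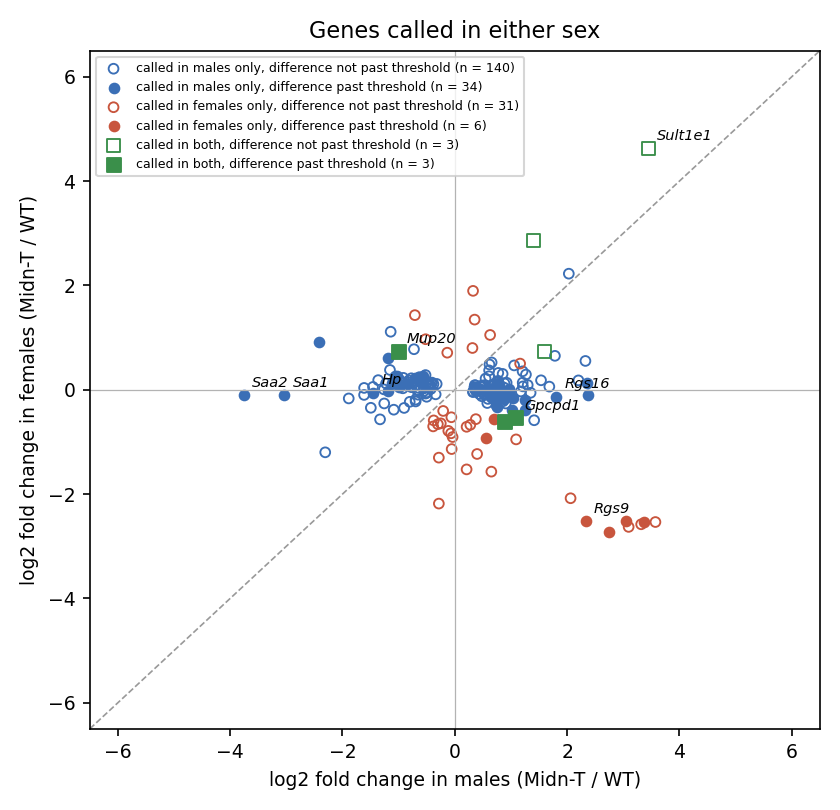
Log2 fold change of Midn-T over WT in males (x axis) and females (y axis) from the authors' deposited tables for the 217 genes called in either sex and tested for a difference, with colors for the sex of the call, filled markers for an adjusted p-value under 0.1 of the difference and a dashed line where both are equal. The filled markers are 43 of the 217.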

### 3.4 Midn loss in female liver alters chromatin accessibility and selectively enriches metabolic transcription factor motifs

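ATAC-seq measured chromatin accessibility in 2 WT and 2 Midn-T livers of each sex. The authors aligned the reads to GRCm39 with STAR, removed duplicates, merged the MACS2 peaks of all samples, counted reads in windows of 500 bp and compared the genotypes with edgeR. The authors' deposited tables list the peaks past a threshold, an FDR of 0.1 in females and a raw P of 0.05 in males, with their positions and direction. They give no fold change, p-value, count or untested peak, so neither the depth nor the spread between replicates is known. The titles of 5 of the 8 samples name another sex or genotype than their library names and characteristics. The grouping follows the latter, which give the paper's 2 replicates per genotype and sex. The genotype characteristic calls the control mice Midn XTR, where the paper says WT. Each peak was assigned to the nearest protein-coding gene of GENCODE M39. A peak was called multi-copy when at least 50% of its 31-mers occur more than once in GRCm39, on either strand and without mismatch, and 1000 random windows of 500 bp were counted in the same way. Each of 11 consensus sequences fixed in advance was searched in every peak on both strands, and the share of peaks with it was compared between increased and decreased peaks of the same sex with a two-sided Fisher's exact test, adjusted over 22 tests. Intervals on shares of peaks are Wilson 95% intervals and cover counting error only.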

To determine whether Midn affects chromatin structure in the liver, we performed ATAC-seq on WT and Midn-T female mice. Differential peak analysis (FDR < 0.1) showed that Midn depletion caused both gains and losses of chromatin accessibility, with a larger proportion of peaks exhibiting increased accessibility in Midn-T samples (Fig. 4A). These findings suggest that Midn may influence chromatin accessibility at a subset of genomic loci.

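The authors' deposited table for females lists 150 increased and 67 decreased peaks. Increased peaks are 69.1% of the 217 (95% interval 62.7 to 74.9). Of the 150 increased peaks, 80 were multi-copy (53.3%, interval 45.4 to 61.1), against 0 of the 67 decreased peaks (interval up to 5.42%) and 119 of the 1000 random windows (11.9%, interval 10.0 to 14.1). The increased peaks differed from the decreased peaks (two-sided Fisher's exact test, p = 1.8e-17) and from the random windows (p = 2.4e-28). In males, 1 of 102 increased peaks (0.980%) and 7 of 77 decreased peaks (9.09%) were multi-copy. Leaving out multi-copy peaks, a choice made after seeing the data, left 70 increased and 67 decreased female peaks, of which the increased are 51.1% (interval 42.8 to 59.3). How reads that align to several places were handled is not named in the paper's text.

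**Figure D3:**
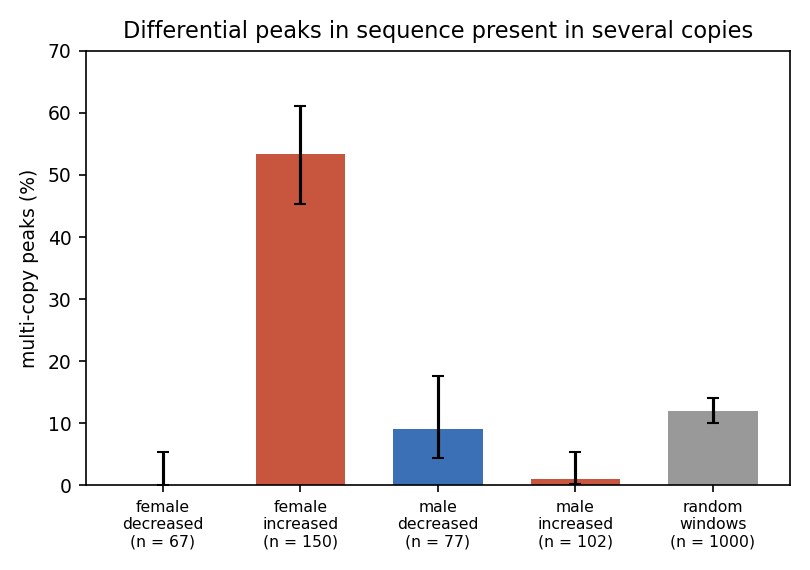
Percent of peaks or windows that are multi-copy (y axis) among the increased and decreased peaks of each sex and 1000 random windows of 500 bp, with Wilson 95% intervals as error bars. Female increased peaks lie at 53.3%, above the random windows at 11.9%.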

**Fig. 4:**
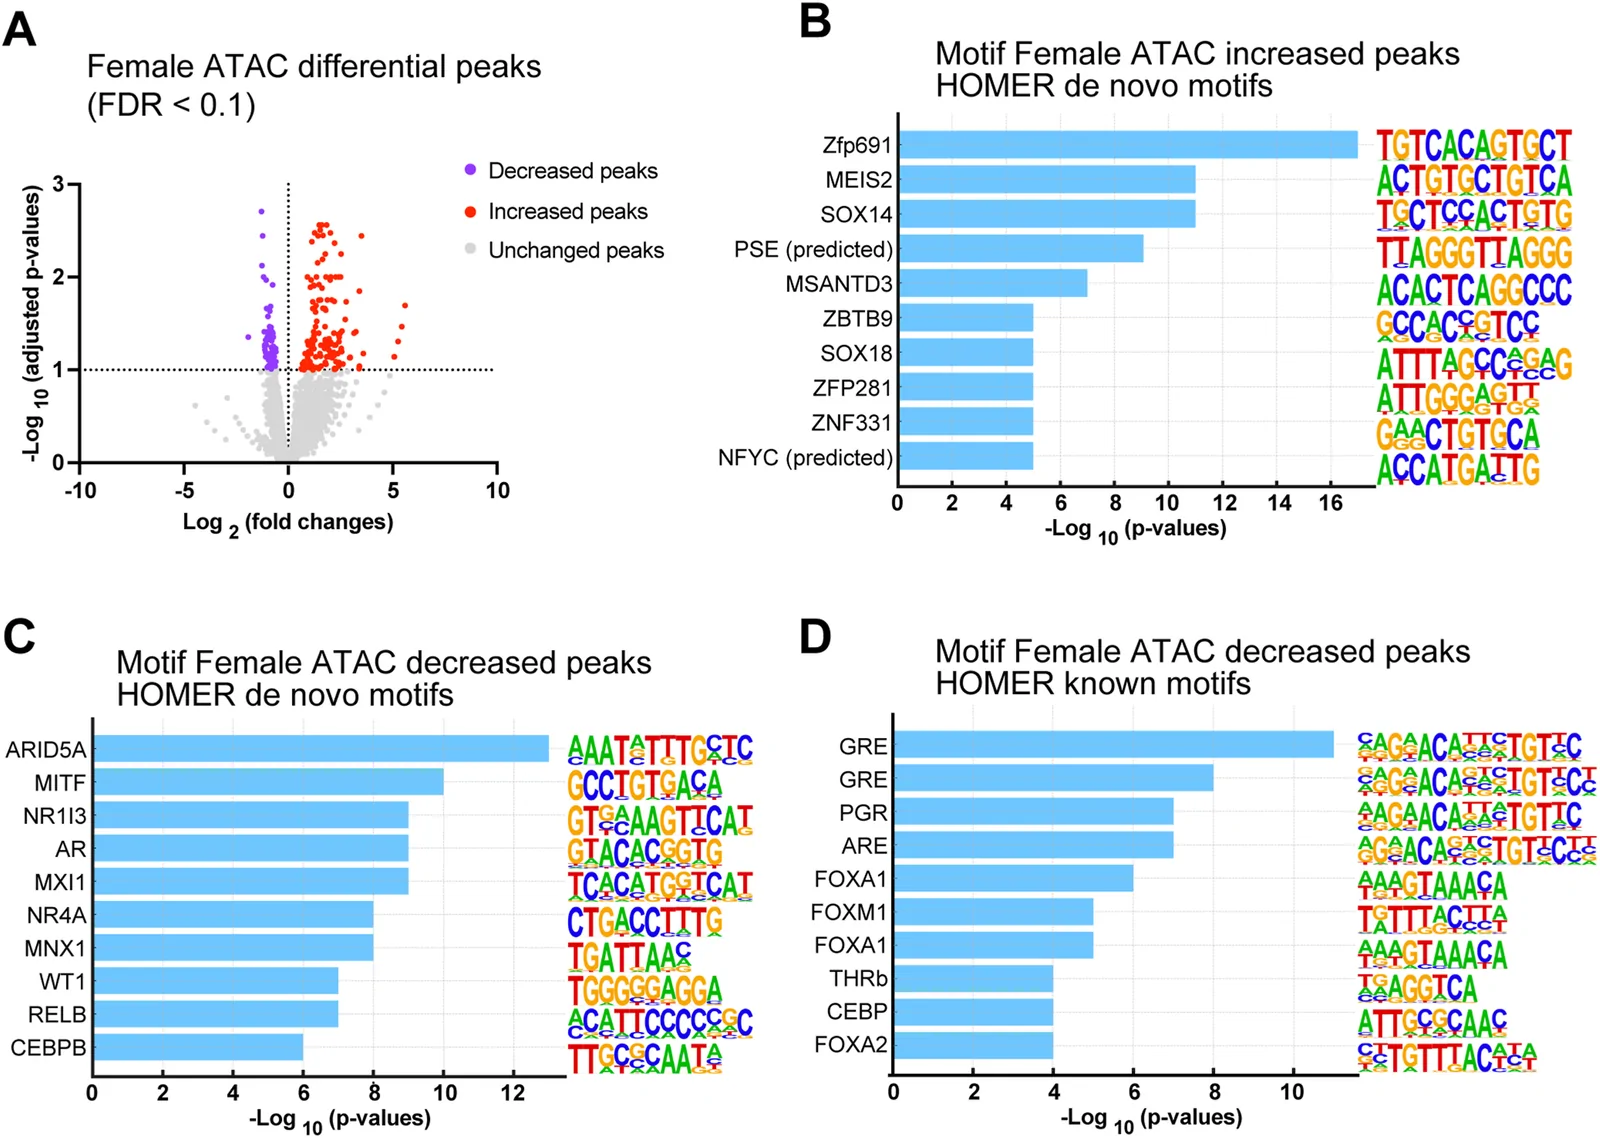
Chromatin accessibility changes and motif enrichment in female Midn-T liver **(A)** Differential ATAC-seq peak analysis in female livers (FDR < 0.1). ATAC-seq was performed using two biological replicates per genotype in female mice. Volcano plot showing numbers of increased and decreased peaks**. (B)** HOMER de novo motif enrichment for ATAC peaks increased in Midn-T females. **(C)** HOMER de novo motif enrichment for decreased ATAC peaks. **(D)** HOMER known motif enrichment for ATAC peaks decreased in female Midn-T, identifying motifs linked to nuclear receptor, FOXAand C/EBP family transcription factors.

We next examined transcription factor (TF) motif enrichment at regions with altered accessibility. HOMER de novo motif analysis of ATAC-increased peaks revealed strong enrichment for motifs associated with Zfp691, MEIS2, Sox12, and several ZBTB/ZNF family factors (Fig. 4B). These TFs are frequently linked to developmental and metabolic gene regulation, suggesting that Midn loss may indirectly activate compensatory or stress-response transcriptional programs. In contrast, regions with decreased accessibility were enriched for motifs associated with nuclear receptor signaling pathways. 

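Of the consensus sequences searched, Zfp691 occurred in 7 of the 150 increased female peaks (4.67%) and 0 of the 67 decreased peaks (two-sided Fisher's exact test, p = 0.102, adjusted p = 0.282). A telomere-like repeat, TTAGGGTTAGGG, occurred in 5 of the 150 and 0 of the 67 (Fisher's exact p = 0.327, adjusted p = 0.480), and all 5 of these peaks were multi-copy. Against 1000 dinucleotide-shuffled copies of each peak, the telomere-like repeat was more frequent than in the shuffled copies (3.33% against 0.837%, two-sided permutation p = 0.004, adjusted p = 0.029), and Zfp691 had an adjusted p-value of 0.059. MEIS2, Sox12 and the ZBTB and ZNF motifs were not analysed here. Over all consensus sequences and both sexes, 6 of the 22 comparisons of increased with decreased peaks had an adjusted p-value under 0.05. This count moved most when only the central 200 bp of each peak were searched, to 2, and was 10 when 1 mismatch was allowed.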

De novo motifs included ARID5A, MITF, NR1I3, AR, and other TF motifs (Fig. 4C). Consistent with these findings, known motif enrichment identified GRE, PGR, AR, FOXA1/FOXA2, and C/EBP motifs among the most significantly enriched within ATAC-decreased peaks (Fig. 4D). These TFs play key roles in lipid handling, steroid hormone response, and hepatic metabolic regulation. Together, these results demonstrate that Midn regulates chromatin accessibility in female liver, particularly at loci bound by nuclear receptor and FOXA family transcription factors. 

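The FOXA consensus occurred in 22 of the 67 decreased female peaks (32.8%) and 13 of the 150 increased peaks (8.67%, two-sided Fisher's exact test, p = 3.2e-05, adjusted p = 4.7e-04), and the nuclear receptor element AGGTCA in 33 (49.3%) and 31 (20.7%, p = 4.3e-05, adjusted p = 4.7e-04). The glucocorticoid response element (GRE) occurred in 7 decreased peaks (10.4%) and 3 increased peaks (2.00%, Fisher's exact p = 0.011, adjusted p = 0.040). Within the central 200 bp, FOXA alone of these 3 kept an adjusted p-value under 0.05, with 0.111 for GRE and 0.088 for the nuclear receptor element. The C/EBP consensus occurred in 1 decreased and 0 increased peaks (Fisher's exact p = 0.309), which is too few to show a difference. With 1 mismatch allowed it occurred in 31.3% of decreased and 6.67% of increased peaks (adjusted p = 4.8e-05). The hepatocyte factor HNF6 was also more frequent in decreased female peaks (10.4% against 0.667%, adjusted p = 0.0070), as was HNF4A (11.9% against 2.67%, adjusted p = 0.040). Both had adjusted p-values above 0.05 in the central 200 bp and without multi-copy peaks. With 1 mismatch allowed, HNF6 occurred in 68.7% of decreased and 44.7% of increased female peaks (adjusted p = 0.0030). HNF4A then occurred in 65.7% and 34.7% (adjusted p = 1.3e-04).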

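The decreased female peaks had a mean GC content of 47.7% (SD 5.49, 67 peaks) and the increased peaks 52.8% (SD 9.13, 150 peaks, two-sided permutation test, p = 4e-05, adjusted p = 8e-05). When the directions of the peaks were permuted within 5 strata of GC content, 22 decreased peaks with the FOXA consensus were observed against 14.0 expected (two-sided permutation p = 0.0011), and 7 with the GRE against 3.64 expected (p = 0.036). Searches with a mismatch allowed were not repeated within these strata. Of the 67 decreased peaks, 2.99% lay in promoters, 43.3% in introns and 49.3% between genes. From the motifs enriched in the decreased peaks, the paper concludes that Midn regulates accessibility in female liver at loci bound by nuclear receptor and FOXA family factors (Fig. 4D).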

The selective loss of accessibility at these regulatory motifs suggests that Midn may support transcriptional programs governing metabolic homeostasis by modulating chromatin openness at TF-bound enhancers.

### 3.5 Exploratory chromatin accessibility analysis identifies putative regulatory trends in male liver

Because ATAC-seq changes appeared less robust in male compared to female liver, we first assessed genome-wide accessibility differences between WT and Midn-T males. No differential peaks met an FDR < 0.1 threshold, indicating that chromatin accessibility changes in male liver are subtle or exhibit greater biological or technical variability relative to females. 

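The authors' deposited table for males lists 179 peaks with a raw P under 0.05. Chance alone gives that many among 3580 tested peaks, and the number of peaks tested is not known from the list. Among the listed peaks, those that decreased lay in promoters, within 1000 bp of a transcription start site, in 70.1% of cases and those that increased in 25.5%. The mean GC content was 62.4% (SD 7.53, 77 peaks) in decreased and 52.9% (SD 6.41, 102 peaks) in increased peaks, and the ratio of observed to expected CpG was 0.653 (SD 0.267) and 0.359 (SD 0.275). Both differences had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Peaks of the male and the female list shared 0 positions, whether by overlap of at least 1 bp, by overlap of at least 250 bp or by midpoints within 5000 bp.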

To capture potentially meaningful biological signals, we performed an exploratory analysis using a raw *P*-value cutoff of 0.05, which identified 102 peaks with increased accessibility and 77 peaks with decreased accessibility in Midn-T males. These exploratory datasets were subsequently used for unbiased motif enrichment and GSEA, with the understanding that results reflect trends rather than statistically stringent conclusions.

Despite the limited number of confidently changing regions, motif analysis of ATAC-increased peaks revealed biologically coherent signatures. De novo motif analysis identified overrepresented motifs corresponding to HNF4A, PU.1, THAP1, BCL11A, NFIA, and NFY-family transcription factors (Fig. 5A). Known motif enrichment further highlighted Cux2, HNF6, HNF4A, RXR, and PPAR-family motifs (Fig. 5B), all well-established regulators of hepatocyte identity and metabolic function. 

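The HNF4A consensus occurred in 5 of the 102 increased male peaks (4.90%) and 4 of the 77 decreased peaks (5.19%, two-sided Fisher's exact test, p = 1.00), and that of HNF6 in 6 (5.88%) and 1 (1.30%, p = 0.241, adjusted p = 0.480). The directions of HNF4A and FOXA reversed when 1 mismatch was allowed. HNF4A then occurred in 59.8% of increased and 33.8% of decreased peaks (adjusted p = 0.0023), HNF6 in 59.8% and 29.9% (adjusted p = 3.0e-04) and FOXA in 85.3% and 49.4% (adjusted p = 2.8e-06). The increased male peaks are lower in mean GC content (52.9% against 62.4%). Searches with 1 mismatch were not tested within strata of GC content, so whether composition alone gives these differences is open. Cux2, RXR and PPAR motifs, and those of PU.1, THAP1, BCL11A, NFIA and NFY, were not analysed here.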

Although exploratory, this enrichment pattern suggests that Midn loss increases accessibility at regulatory loci bound by key liver metabolic transcription factors. Conversely, ATAC-decreased regions were enriched for motifs associated with stress-responsive, proliferative, and metabolic transcription factors. De novo motif analysis identified motifs linked to CREB, E2F1/E2F2, Egr1, ETS-family, Zic3, BHLHE41, and IKZF1 (Fig. 5C). 

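The E2F consensus occurred in 7 of the 77 decreased male peaks (9.09%) and 2 of the 102 increased peaks (2.0%, two-sided Fisher's exact test, p = 0.040, adjusted p = 0.126). For CREB the counts were 5 (6.49%) and 3 (2.94%, Fisher's exact p = 0.292, adjusted p = 0.480). Against shuffled copies of the decreased peaks, CREB was more frequent (0.531% in shuffled copies, permutation p = 0.002, the smallest possible with 1000 shuffles, adjusted p = 0.022) and E2F was not (6.10% in shuffled copies, p = 0.35). The other motifs the paper names here were not analysed.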

Known motif analysis highlighted strong enrichment of KLF family motifs (including Klf15 and KLF1) among accessibility-decreased regions (Fig. 5D).

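The KLF consensus occurred in 27 of the 77 decreased male peaks (35.1%) and 11 of the 102 increased peaks (10.8%, two-sided Fisher's exact test, p = 1.6e-04, adjusted p = 0.0012). Since this consensus is rich in G and C, the directions of the peaks were also permuted within 5 strata of GC content, which gave 21.9 decreased peaks with the consensus on average (two-sided permutation p = 0.013). The difference kept an adjusted p-value under 0.05 in the central 200 bp, with 1 mismatch and without multi-copy peaks. Shuffled copies held it less often than the peaks in both directions, with 8.29% against 35.1% in decreased peaks (permutation p = 0.002, the smallest possible, adjusted p = 0.022) and 3.01% against 10.8% in increased peaks (adjusted p = 0.029).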

**Fig. 5:**
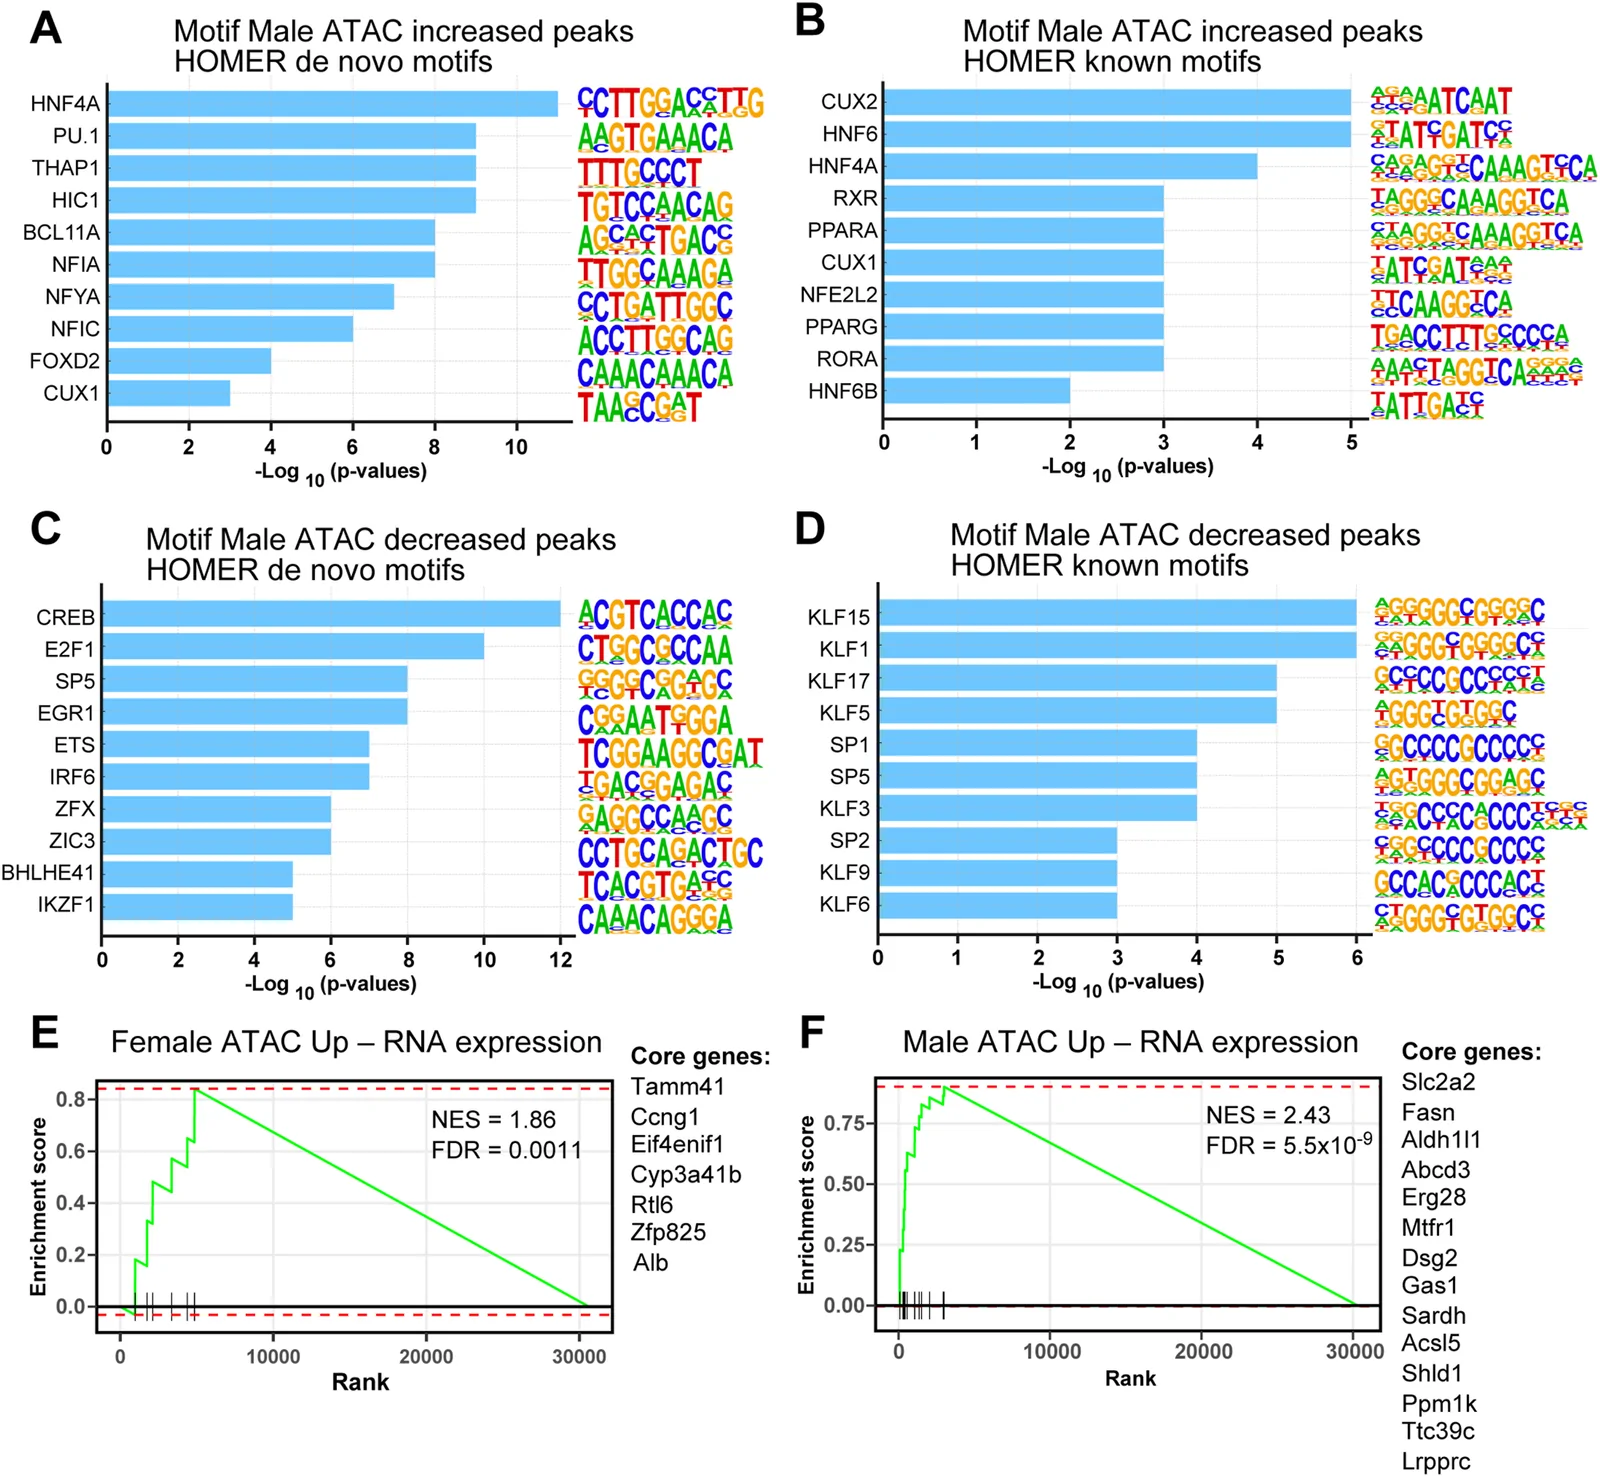
Chromatin accessibility changes and motif enrichment in male Midn-T liver. **(A-B)** HOMER de novo and known motif enrichment for ATAC peaks increased in male Midn-T liver, identifying HNF4A, RXR, PPAR, and related liver-enriched TF motifs. Male ATAC-seq data were generated from two biological replicates per genotype. **(C-D)** HOMER de novo and known motif enrichment for male ATAC decreased peaks, showing significant enrichment for CREB, E2F1, Klf15, and KLF1. **(E)** GSEA plot linking female ATAC-increased peaks to RNA expression changes. The gene set shows strong positive enrichment (NES = 1.86, FDR = 0.0011). **(F)** GSEA for male ATAC-increased peaks (NES = 2.43, FDR = 5.5 × 10−9).

These findings suggest that Midn may help maintain chromatin accessibility at a subset of KLF-bound regulatory elements, although confirmation will require additional datasets due to the exploratory nature of the male ATAC-seq results.

To evaluate whether accessibility changes corresponded to transcriptional output, we performed GSEA using genes located near ATAC-increased or ATAC-decreased peaks. Because neither male nor female datasets showed statistically significant enrichment at the full gene-set level, we instead examined the leading-edge subsets, the genes contributing most strongly to the nominal enrichment curves. 

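Each set of nearest protein-coding genes was tested with the multilevel algorithm of fgsea on the genes of the same sex ranked by the Wald statistic, and the p-values were adjusted over the 4 sets. Genes nearest to decreased female peaks had an NES of -2.12 (gene permutation p = 4.3e-06, adjusted p = 1.7e-05), and across the alternatives p ranged from 9.7e-07 to 8.1e-05. Genes nearest to increased male peaks had an NES of 1.42 (gene permutation p = 0.020, adjusted p = 0.040), with p from 0.0041 to 0.059 across the alternatives. Among the alternatives, restricting genes to those within 50000 bp of a peak left 1 set past an adjusted p-value of 0.05, as did a mean normalized count of at least 10. Genes nearest to increased female peaks had an NES of 1.03 (gene permutation p = 0.391) and those nearest to decreased male peaks 0.929 (p = 0.598). The latter passed with unweighted ranks (NES 1.91, adjusted p = 0.018).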

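Of the genes in the leading-edge subset shown for females, Tamm41, Ccng1, Eif4enif1, Cyp3a41b, Rtl6, Zfp825 and Alb, 6 had a log2 fold change below 0 in the authors' deposited table for females, with values from -0.44 to 0.09, and 0 were differentially expressed. The smallest unadjusted p-value among them was 0.287. As a set, they had an NES of -1.32 (gene permutation p = 0.161) on the female genes ranked by the Wald statistic. Increased peaks lay in the promoters of Tamm41 (chromosome 6, 115014454 to 115014953), Rtl6 (chromosome 15, 84441540 to 84442039) and Alb (chromosome 5, 90608337 to 90608836). A decreased peak (chromosome 5, 90572669 to 90573168) also had Alb as its nearest gene. The increased peak nearest to Ccng1 (chromosome 11, 40845434 to 40845933) is 199536 bp from its start site and multi-copy, with 74% of its 31-mers found more than once, as are those nearest to Cyp3a41b (70.2%) and Zfp825 (68.7%). Eif4enif1 was nearest to no listed female peak.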

In female liver, the leading-edge genes associated with ATAC-increased peaks included *Tamm41*, *Ccng1*, *Eif4enif1*, *Cyp3a41b*, *Rtl6*, *Zfp825*, and *Alb*, several of which are involved in mitochondrial or metabolic regulation (Fig. 5E). Similarly, in male liver, the leading-edge subset included metabolic genes such as *Slc2a2*, *Fasn*, *Aldh1l1*, *Abcd3*, *Erg28*, *Mtfr1*, *Dsg2*, *Gas1*, *Sardh*, *Acsl5*, *Shld1*, *Ppm1k*, *Ttc39c*, and *Lrpprc* (Fig. 5F). 

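All 14 genes named for males had log2 fold changes above 0 in the authors' deposited table for males, from 0.14 to 0.85. Fasn, at 0.85 (standard error 0.26), and Slc2a2, at 0.64 (standard error 0.19), were differentially expressed, with recomputed adjusted p-values of 0.085 and 0.082. The 14 genes alone had an NES of 2.41 (gene permutation p = 1.7e-08, adjusted p = 3.3e-08). An increased peak lay in an intron of Slc2a2 (chromosome 3, 28759735 to 28760234), and the one nearest to Fasn (chromosome 11, 120721525 to 120722024) was 5780 bp from its start site. Increased peaks lay in the promoters of Mtfr1, Gas1 and Ppm1k, and Erg28 was nearest to no listed male peak.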

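A leading-edge subset holds the genes of a set that lie farthest toward 1 end of the ranking, so its score was compared with leading edges of random genes. From the female genes, 1000 random sets of 59 genes were drawn, of which 598 had a positive score. The leading edges of 597 of these (99.8%) had an NES at least as high as the 1.86 the paper reports for its female subset (Fig. 5E). From the male genes, 1000 random sets of 99 genes were drawn, of which 379 had a positive score, and 367 of their leading edges (96.8%) had an NES at least as high as the paper's 2.43 (Fig. 5F). Among leading edges within 2 genes of the size of the paper's subset, all 46 female ones reached the paper's value, with a median NES of 2.10, and 27 of the 36 male ones (75.0%), with a median of 2.47.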

Although these leading-edge gene patterns do not reflect statistically significant enrichment at the pathway level, they highlight that genomic regions showing increases in accessibility may be associated with metabolic gene activation. Thus, although Midn loss produced only modest alterations in chromatin accessibility, the loci exhibiting changes remain linked to metabolic pathways central to hepatocyte function.

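By location, 66.0% of the 150 increased female peaks lay between genes and 12.0% in promoters, against 40.2% and 25.5% of the 102 increased male peaks. The median distance to the nearest transcription start site was 43922 bp for increased and 35728 bp for decreased female peaks, and 13273 bp and 263 bp for male peaks. From the leading-edge genes, the paper concludes that the loci with changed accessibility remain linked to metabolic pathways (Fig. 5E, F).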

## 4 Discussion

In this study, we investigated the role of Midn in hepatic gene regulation by combining conditional genetic deletion with transcriptomic and chromatin accessibility profiling. Although Midn has been implicated in ubiquitin-independent proteasomal degradation and transcriptional regulation in other tissues, its physiological function in the liver has remained unclear. Our findings suggest that Midn contributes to hepatic transcriptional programs, particularly those involved in metabolic regulation, although its effects appear modest in young adult liver.

RNA-seq analysis showed that Midn loss induces reproducible but relatively small transcriptional changes in both male and female liver. Despite the limited number of differentially expressed genes, these changes segregated strongly by genotype, suggesting a coherent regulatory response to Midn deficiency. Many affected genes were associated with lipid metabolism, bile acid transport, and steroid or organic compound metabolism, processes central to hepatocyte function. Pathway enrichment analyses further highlighted Midn's contribution to hepatic metabolic networks and membrane-associated transporter systems.

Chromatin accessibility profiling revealed sex-specific differences in Midn-dependent regulation. In female liver, Midn deficiency produced clear sets of increased and decreased ATAC-seq peaks, which were subsequently examined by motif enrichment analysis. Peaks with reduced accessibility were strongly enriched for nuclear receptor motifs such as GRE/NR, PGR, AR, and FOXA family transcription factors, key regulators of bile acid metabolism, lipid handling, and hepatocyte identity. Conversely, ATAC-increased regions were enriched for Sox, MITF-related, and ZBTB/ZNF motifs, suggesting compensatory or stress-induced regulatory activation. These findings are consistent with a potential role for Midn in regulating chromatin accessibility at regions enriched for nuclear receptor motifs. In male liver, chromatin accessibility changes were more subtle due to either biological and/or technical factors. Exploratory analysis using a raw *P* < 0.05 threshold identified modest sets of increased and decreased peaks, which nonetheless showed biologically coherent motif enrichment patterns. Increased accessibility favored liver-enriched transcription factors such as HNF4A, HNF6, and PPAR family factors, while decreased accessibility favored CREB, E2F, and KLF family transcription factors.

A notable finding was the difference in the magnitude of the transcriptional and chromatin accessibility responses between males and females. 

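Of the differentially expressed genes of each sex, 4 male and 3 female genes were the nearest protein-coding gene of a listed peak of the same sex. In males, Fasn, Slc2a2 and Ces1e were up-regulated with an increased peak and Dnmt1 was down-regulated with a decreased peak. In females, Igfbp1, Fkbp5 and Gpcpd1 were down-regulated, each with a decreased peak (chromosome 11, 7153359 to 7153858, chromosome 17, 28731632 to 28732131 and chromosome 2, 132437691 to 132438190). The authors' deposited tables give log2 fold changes of 0.51 (standard error 0.13) for Ces1e and -0.41 (standard error 0.12) for Dnmt1 in males and -0.66 (standard error 0.18) for Fkbp5 in females. None of these 7 peaks is multi-copy.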

Male Midn-T liver showed a slightly larger number of differentially expressed genes than differential chromatin accessibility changes, whereas female Midn-T liver showed fewer differentially expressed genes despite more changes in chromatin accessibility. One possible interpretation is that altered accessibility may reflect a permissive or primed regulatory state that does not necessarily produce corresponding changes in steady-state gene expression. Because Midn mediates the proteasomal degradation of selected transcription factors, the consequences of Midn loss may also depend on baseline Midn protein abundance and the levels of its target proteins. The limited overlap between transcription factors predicted by ChEA3 and motifs identified by HOMER likely reflects the distinct regulatory layers examined by these approaches. Nevertheless, several candidates were identified by both analyses, including HNF4A and KLF15 in male liver and AR in female liver. These shared candidates provide potential links between the transcriptional and chromatin accessibility datasets, although their protein abundance and genomic occupancy will require direct validation.

A key consideration that may explain the relatively mild chromatin and transcriptional consequences of Midn loss is the naturally low expression of Midn in young liver. Public transcriptomic resources, including GTEx, mouse aging studies, and the Tabula Muris Senis atlas, consistently show that Midn expression is low in young adult hepatocytes and increases with age. Because our analyses were performed in mice aged 11–14 weeks, when endogenous Midn expression is expected to be lower, the regulatory impact of its loss may be intrinsically attenuated. Under such conditions, Midn may not yet play a dominant role in maintaining hepatic transcriptional homeostasis, resulting in subtler phenotypic consequences upon deletion. This interpretation aligns with the small number of DEGs and the modest chromatin changes. Integration of RNA-seq and ATAC-seq further supported a connection between Midn and metabolic gene regulation. Although genome-wide GSEA did not yield significant enrichment, leading-edge inspection revealed metabolic genes, including *Slc2a2*, *Fasn*, *Aldh1l1*, *Erg28*, and *Alb*, associated with increases in chromatin accessibility. These patterns suggest that the regulatory regions most responsive to Midn loss map to metabolic pathways, even when global chromatin remodeling is mild.

Taken together, our findings suggest that Midn is a previously unrecognized modulator of hepatic metabolic gene expression whose functional impact may become more prominent with age. Midn loss is associated with transcriptional changes and modest accessibility alterations at regions enriched for metabolic transcription-factor motifs. The reported age-associated expression pattern of Midn raises the possibility that its regulatory contribution changes as hepatocytes age or encounter increasing metabolic and proteostatic demands. However, several limitations should be noted. The subtle chromatin changes in males and modest transcriptional responses across sexes warrant further investigation under conditions where Midn expression is naturally higher, such as in aged animals or metabolic challenge models. Direct evaluation of Midn protein levels in WT and Midn-T livers will also be important to determine whether Midn abundance differs between male and female mice or changes with age. Additionally, the specific nuclear proteins or transcription factors targeted by Midn for proteasomal degradation in hepatocytes remain unknown. Identifying these substrates will be essential for elucidating the mechanisms by which Midn integrates proteostasis with transcriptional regulation in metabolic tissues. Combining the inducible-reversible Midn-XTR gene-trap mouse model with tissue-specific depletion of expression using Cre recombinase alone or in combination with restoration of expression using Flpe recombinase will allow more refined analysis of the role of Midn in a variety of tissues and stages of development than constitutive Midn mutant models. In addition, the GFP reporter provides a practical marker for identifying and isolating cells in which the Midn-T allele has been activated. This feature may be particularly useful in tissues where endogenous Midn expression is low.

In summary, this study provides the first evidence that Midn is associated with hepatic chromatin and transcriptional regulation, particularly within metabolic pathways. These findings lay the groundwork for future mechanistic studies of Midn in liver physiology, aging, and metabolic disease.

## CRediT authorship contribution statement

**Lakshmi Sudeepthi Nissankararao:** Data curation, Formal analysis, Visualization, Writing – review & editing. **Gayeoun Kim:** Investigation, Validation, Writing – review & editing. **Soo-Mi Kweon:** Investigation, Validation, Writing – review & editing. **Vaisnavii Mohanraj:** Formal analysis, Visualization, Writing – review & editing. **Damien Parrello:** Formal analysis, Software, Writing – review & editing. **N. Sreekar:** Investigation, Validation, Writing – review & editing. **Sheng-Wei Chang:** Investigation, Validation, Writing – review & editing. **Walter Tsark:** Methodology, Resources, Writing – review & editing. **Keane Lai:** Conceptualization, Funding acquisition, Project administration, Supervision, Writing – review & editing. **Motoki Takaku:** Conceptualization, Data curation, Formal analysis, Funding acquisition, Methodology, Project administration, Supervision, Visualization, Writing – original draft, Writing – review & editing.

## Ethics declaration

This study was conducted in accordance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines. This study was approved by the City of Hope. (Approval No. 18153)

## Declaration of generative AI and AI-assisted technologies in the manuscript preparation process

During the preparation of this work, Takaku used ChatGPT (OpenAI) in order to improve the clarity and grammar of the manuscript. After using this tool, Takaku reviewed and edited the content as needed and takes full responsibility for the content of the published article.

## Financial support and sponsorship

This work was supported in part by National Institutes of Health (NIH) K08AA025112 to K.L. and by NIH R01GM148729 and P20GM104360 to M.T. The UND Genomics Core and D.P. were supported by NIH P30GM154634. S.-W.C. was supported by NIH 5T32CA221709. M.T. is a Research Scholar of the American Cancer Society (ACS Research Scholar Award, RSG-23-645952-01-DMC). Donations from Karol Endres to K.L. and the University of Southern California partially funded this work. M.T. has received research support from the University of North Dakota School of Medicine Health Sciences.

## Declaration of competing interests

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests:Motoki Takaku reports financial support was provided by National Institutes of Health. Keane Lai reports financial support was provided by National Institutes of Health. Motoki Takaku reports financial support was provided by American Cancer Society. Keane Lai reports financial support was provided by Karol Endres. Damien Parrello reports financial support was provided by National Institutes of Health. Sheng-Wei Chang reports financial support was provided by National Institutes of Health. Keane Lai reports financial support was provided by University of Southern California. Motoki Takaku reports financial support was provided by University of North Dakota School of Medicine and Health Sciences. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

All genomics data have been uploaded to GEO under GSE326870.

How the deposited data were processed for this re-analysis (not part of the article)

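RNA-seq compared livers of 3 WT and 3 Midn-T mice in each sex, and ATAC-seq 2 WT and 2 Midn-T mice in each sex. The grouping of the ATAC-seq samples follows their library names and characteristics, which the titles of 5 of the 8 samples contradict in sex or genotype. The mice called WT in the paper and here have Midn XTR as their genotype characteristic. For RNA-seq, the authors aligned reads to GRCm39 with STAR, assigned uniquely mapped reads to Ensembl genes with HTSeq in reverse-stranded mode and ran DESeq2 within each sex. The signal column of the deposited tables is the mean over 6 samples of counts that the authors divided by DESeq2 size factors. The log2 values are the fold changes of Midn-T over WT and their standard errors, as the authors' DESeq2 run gave them. The score is the Wald statistic the authors' run gave, and in the deposited values it equals the log2 fold change divided by its standard error. The p-value columns hold the authors' two-sided Wald p-values and their Benjamini-Hochberg adjusted values, and in the male table the adjusted value is missing for genes of low mean. For ATAC-seq, the authors aligned reads with STAR, removed duplicates, merged the MACS2 peaks, set each to 500 bp, counted reads with featureCounts and ran edgeR with TMM normalization in SARTools. The deposited peak tables hold positions and directions without a measurement.

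No table holds a value for a single sample. The depth of each library is therefore unknown, and the precision of each fold change is read from the authors' standard error. The sum of the mean normalized counts was 3.03e+07 in males and 3.08e+07 in females. The male table lists 56884 genes and the female table 18149, and 62 genes carry different symbols in the 2 tables, so genes were joined by Ensembl identifier. The annotation, GENCODE M39, holds 56323 of the listed genes. For 4 male genes the deposited adjusted p-value is listed as 0, so the recomputed one is given. In the male table 6 genes have a fold change but no p-value, so none of them could be called there. Whether a single outlying mouse is the reason cannot be told without values for each mouse.

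Analyses were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0, pyfaidx 0.9.0.4, matplotlib 3.10.9, R 4.3.3 and fgsea 1.28.0, with a seed of 20. Adjusted p-values were recomputed with the Benjamini-Hochberg method over the genes with a deposited adjusted p-value. A gene was called at an adjusted p-value under 0.1. The difference between the sexes was tested for each gene with a two-sided z-test, the difference of the log2 fold changes over the square root of the summed squares of their standard errors. Overlaps were tested with Fisher's exact test, shares of signs with the exact binomial test, and intervals on shares are 95% Wilson intervals. The 18 gene lists hold 406 genes, of which 13 are in more than 1 list. They were tested with the multilevel fgsea on the Wald statistic, with at least 5 genes per list, 10000 simple permutations and a threshold of 0.05 on the adjusted p-value. The sex chromosome list was tested in males only. The alternative with random lists drew 10000 lists matched over 50 bins of mean expression.

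Peaks were joined to the transcription start sites of protein-coding genes, and a promoter lies within 1000 bp of one. Copies were counted as exact 31-mers on either strand. Differences in means of peak features were tested with 100000 permutations. Of 8 such tests, 7 had an adjusted p-value under 0.05. The 11 consensus sequences were searched without mismatch in the whole peak, and shuffled copies were drawn 1000 times with the dinucleotide content kept. Leading edges of 1000 random gene sets per sex were scored with at least 3 genes. The trend over GC content and gene length was removed as a median over 20 bins of each. The z-test was tested on simulated data with 18132 genes and 200 changed genes, of which 100% were recovered, and 11.9% of the 227 calls were false. The simulated changes were large and planted only in genes of small standard error, and the noise followed the standard errors exactly. The recovery therefore says nothing about smaller changes. Nor does it cover the real statistics, whose robust standard deviation was 1.11 in males and 0.776 in females. In a simulated ranking of 18149 genes, fgsea recovered the 1 shifted list and called 0 of 50 unshifted lists. The motif search found all 40 sequences planted forward among 100 and all 40 in the reverse complements.

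Most genes named in the text were fixed by a rule. They are Midn, the genes the paper names in its Results or labels in the figures of differentially expressed and leading-edge genes, the 10 genes with the smallest adjusted p-value in each sex, the genes called in both sexes, the 5 with the smallest adjusted p-value for a difference between the sexes, the called members of a reported list and the peaks nearest to a named gene. Outside this rule, Ces1e, Dnmt1 and Fkbp5 are named as called genes nearest to a listed peak. Gm15564, Gm55094 and Mir6236 are named as members of a group chosen after its values were seen. Peaks were not ranked by fold change, since the lists give none. This rule, the groupings, the tests, the gene lists, the consensus sequences and most alternatives were chosen before the data were examined. The alternatives were stricter thresholds, a filter on the mean, adjustment over all genes, other rankings and weights, other distances and overlaps, a shorter window, 1 mismatch and shuffled copies. Dividing the statistic by its robust standard deviation, removing the trend over GC content and length, leaving out rRNA-like loci and leaving out multi-copy peaks were added after seeing the data, as was a list of glucocorticoid targets. Tests that need counts per sample were not run, nor was the share of soft-masked sequence, since the genome sequence used is not soft-masked. Annotation terms, ChEA3 and HOMER were not used here. Results that would name certain genes are not reported here.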

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

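Of the tests in this part, those of the share of cell types, of the direction and size of the statistic of rRNA-like loci among the genes that differ, of the size of the trend over GC content and gene length in females, of the female-biased genes alone and of a single WT male were chosen only after the result was seen.

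The log2 fold changes of 48 genes differed between the sexes in the z-test. Male minus female, the difference was 1.93 for Rgs16 (adjusted p = 7.2e-19), -1.40 for Hp (5.2e-06), -2.93 for Saa1 (6.0e-06), -3.64 for Saa2 (1.3e-05), 1.62 for Gpcpd1 (3.4e-05), -1.73 for Mup20 (3.8e-04) and 1.51 for Gm14097 (0.0020). The values of Saa1, Saa2 and Mup20 are uncertain because their reads may be shared with paralogs, which was not tested. Gm14097 lies within Shld1 on the opposite strand, and reads were counted by strand. Whether any Shld1 reads were counted for it was not tested either. Different power in the 2 sexes would leave the signs alike, and 43.9% of the genes called in males had the same sign in females, which argues against power as the whole cause. Removing the trend over GC content and gene length left 173 called genes in males, 150 of them among the 183, which argues against this trend as the whole cause in males. In females the trend shifted the statistic of a gene by at most 0.131, while the 42 called genes with a GC content and length lie at least 3.68 from 0, which argues against it there too. All 4 listed rRNA-like loci among the 48 genes had a higher difference in males, so rRNA left after depletion is argued against as the direct cause of the 18 genes with a lower difference. Of the others with a higher difference, 22 were set apart by a statistic above 3 in males, where theirs are at least 3.36. The listed loci reach at most 2.65 there, so that these 22 lie above the loci follows from how they were chosen. rRNA left after depletion would be argued against for them only if it gave genes the spread between mice of the loci, which was not tested. For the remaining 4, rRNA left after depletion cannot be told apart from a difference between the sexes, since their statistics in males are like those of the loci and no table gives their rRNA reads.

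On the ranking by this difference, 10 of 17 lists passed an adjusted p-value of 0.05. The NES was -2.64 for the acute phase list (8.9e-10), -2.59 for the immune list (2.7e-09), 2.31 for the xenobiotic list (5.2e-06), -2.31 for the male-biased list (1.1e-05), 2.19 for the PPARA list (4.5e-05), 2.07 for the rRNA list (2.7e-04), 2.00 for the female-biased list (0.0010), 1.77 for the bile acid transport list (0.016), 1.72 for the bile acid synthesis list (0.020) and 1.69 for the circadian clock list (0.020). A lower share of every non-hepatocyte cell type in Midn-T males would lower the stellate and endothelial list as well as the immune list, and the former had an NES of 0.995 in males (adjusted p = 0.567), which argues against it. A change in immune cells alone stays open.

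Several explanations stay open. An acute phase response in the WT males may underlie the low acute phase genes of Midn-T males, as the list had an NES of -2.43 there, and an effect of Midn loss on these genes would give the same values. If 1 inflamed WT male of 3 carried this difference alone, the standard error of a gene would be about as large as its fold change. In males 9 of the 30 acute phase genes fell by more than 3 standard errors in the authors' deposited table, which argues against one inflamed WT male as the only carrier for these 9. For the other genes of the list it cannot be told apart from a difference between genotypes. The standard errors of the list were large in males, but in females, where the list did not move, they also exceeded 99.99% of matched random lists. For the immune list, of which 0 of 20 genes fell by more than 3 standard errors, the median standard error in males was 0.405, and without values for each mouse 1 WT male with more immune cells cannot be told apart from a difference between genotypes. Time of day or feeding state at collection may differ between the male genotypes, as the circadian clock list had an NES of 2.25 in males. A partial loss of the sex-biased liver programme may raise the female-biased genes in males, as 22 of 28 had a fold change above 0 and the median log2 fold change was 0.99 in the authors' deposited table, and an effect of Midn loss on these genes by another route would give the same values. Of these 28 genes only 15 have an adjusted p-value in males, and 16 have a mean normalized count of at least 10. The median of 0.99 therefore rests in part on genes of low mean, whose fold changes are imprecise. For the male-biased genes a partial loss of the programme cannot be told apart from changes of single genes, since their median log2 fold change was -0.041 with genes on both sides of 0. A response to Midn loss that depends on sex stays open and untested.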

How the results depend on the processing

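Leaving out multi-copy peaks or rRNA-like loci, dividing the statistic by its robust standard deviation and removing the trend over GC content and length were chosen only after the results were seen. No paired analysis was possible because the tables hold no value for a single sample. For the same reason DESeq2's size factors, which the authors used, could not be compared with another normalization, and leave-one-out and replicate block alternatives were not run. An FDR threshold of 0.05 for female peaks, a raw P threshold of 0.01 for male peaks and a log2 fold change of at least 1 for peaks were not run, since the peak lists give no such values. Adjustment over all genes with a p-value was not run in females, whose table lists only genes with an adjusted p-value.

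The male count of differentially expressed genes was 183. It was 86 (49 up-regulated, 37 down-regulated) at an FDR threshold of 0.05, 94 (56 and 38) with adjustment over all genes with a p-value, 57 (27 and 30) with an absolute log2 fold change of at least 1, and 53 (30 and 23) with the statistic divided by its robust standard deviation. The female count was 43. It was 20 (6 and 14) with an absolute log2 fold change of at least 1, and 173 (73 and 100) with the statistic divided by its robust standard deviation, which includes the 43 and moves the share of up-regulated genes. The other alternatives left the male count at 173 to 178 and the female count at 36 to 43. Both counts thus depend on how wide the distribution of the statistic is taken to be.

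For the sexes together, counting genes called in one sex with an unadjusted p-value under 0.05 and the same sign in the other gave 10 shared genes, against 3. The count of genes that differ between the sexes was 28 at an FDR threshold of 0.05, against 48. Spearman's rho of the fold changes was -0.056 with a mean normalized count of at least 10 and -0.137 for genes called in either sex, against -0.040. Leaving out multi-copy peaks left 137 female peaks, against 217, and 171 male peaks, against 179.

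Of the 22 motif comparisons 6 passed, against 2 in the central 200 bp, 10 with 1 mismatch allowed and 4 with multi-copy peaks left out. Of the 44 peak sets compared with shuffled copies, 7 passed. With 1 mismatch allowed, FOXA and HNF4A in male peaks reversed, to differences of 35.9 and 26.0 percentage points in favor of increased peaks. Over all motifs 7 values were weaker and 3 stronger. One of the weaker says nothing about stability, since with 1 mismatch allowed the nuclear receptor element occurs in 95.3% of increased and 100% of decreased female peaks. The cause of these changes was not tested, apart from the larger number of sites that a mismatch allows by construction.

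Of the 35 tests of gene lists 20 passed, against 10 with genes ranked by log2 fold change, of which 9 were among the 20, 18 with a mean normalized count of at least 10 and 14 against matched random lists. Ranking by log2 fold change reversed the bile acid transport list in males, to an NES of -0.694. Over all lists 19 values were weaker and 2 stronger, both for the rRNA list in males. The cause was not tested.

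Of the 4 sets of genes near peaks 2 passed, against 1 for genes within 50000 bp of a peak and 1 with a mean normalized count of at least 10. The set near increased male peaks had an NES of 1.42 within 50000 bp (adjusted p = 0.054), 1.53 with unweighted ranks (0.078) and 1.31 with a mean of at least 10 (0.119), and its adjusted p-values ranged from 0.0081 to 0.119 over its alternatives. The set near decreased male peaks had an NES of 1.91 with unweighted ranks (0.018), with adjusted p-values up to 0.927 over its alternatives. The leading-edge genes alone passed in 1 sex, and in 2 with unweighted ranks, where the female genes had an NES of -1.57 (gene permutation p = 0.046).

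For the genes named in the text, 68 of 596 values were weaker, 33 of them with an absolute log2 fold change of at least 1, 18 at an FDR threshold of 0.05, 15 with adjustment over all genes and 2 with a mean of at least 10. None was reversed. Over genes, lists and motifs together, 665 of 767 values stayed on the same side of their threshold in the same direction, 94 were weaker, 5 stronger and 3 reversed.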

Differences from the paper's values

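For the leading-edge genes in females, the paper's NES is 1.86 and the paper's FDR 0.0011. The same genes had an NES of -1.32 (p = 0.161) in the authors' ranking of female genes. With unweighted ranks, the 1 alternative set for these genes before the data were examined, the values were -1.57 and 0.0463, which did not close the gap for either value. For males the paper's NES of 2.43 lies beside 2.41, while the paper's FDR of 5.5e-09 lies beside 3.3e-08, or 6.1e-14 with unweighted ranks. This 1 alternative did not close the gap in males.

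The paper states that no full gene set was enriched in either sex. The genes nearest to decreased female peaks had an NES of -2.12 (adjusted p = 1.7e-05) and passed under every alternative run. Those nearest to increased male peaks had an NES of 1.42 (adjusted p = 0.040). They did not pass within 50000 bp, with unweighted ranks or with a mean normalized count of at least 10. Those nearest to increased female peaks, the set the paper's female leading edge comes from, did not pass under any alternative run (NES 1.03, p = 0.391).

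The paper states that Midn-T samples lack reads on Midn after exon 2. It also reports less Midn mRNA by qPCR and a loss of exon 3 and exon 4 usage (Fig. 1A, C). The gene's log2 fold change in the authors' deposited tables was 0.10 in males and 0.00083 in females. That value counts all exons together, so it does not measure the loss of single exons.

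The paper names C/EBP among the motifs enriched in decreased female peaks. The exact consensus occurred in 1 of 67, and with 1 mismatch allowed it was called (31.3% against 6.67%, adjusted p = 4.8e-05). The paper names HNF4A and HNF6 for increased male peaks. Their exact consensus sequences did not differ (adjusted p = 1.00 and 0.480), and with 1 mismatch allowed both were called (adjusted p = 0.0023 and 3.0e-04). No search with 1 mismatch, here or for C/EBP, was tested within strata of GC content, so composition stays open as a cause. The paper names CREB and E2F for decreased male peaks. Neither differed from increased peaks (adjusted p = 0.480 and 0.126), and shuffled copies of the same peaks called CREB (adjusted p = 0.022) but not E2F (adjusted p = 0.699). The paper names Zfp691 for increased female peaks. It did not pass against decreased peaks (adjusted p = 0.282) or shuffled copies (adjusted p = 0.059), nor without multi-copy peaks, a choice made after seeing the values (adjusted p = 0.097).

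The paper presents a ranking for females in Fig. 5E that extends over more genes than the 18149 of the authors' deposited table for females.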

Other observations

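Of the tests in this part, those of Midn reads per gene, of multi-copy sequence in increased female peaks, of rRNA as the cause of calls outside the rRNA list, of the size of the trend over GC content and length in females, of the Alb peak and of glucocorticoid targets and fasting were chosen only after the result was seen.

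The count of Midn reads over the whole gene did not fall in either sex. If WT reads are spread evenly along the transcript, which was not tested, loss of all exons after exon 2 with unchanged reads on exons 1 and 2 is argued against. The fold changes in the authors' deposited tables lie at least 21.0 standard errors above the value it then needs. A higher count on exons 1 and 2 that offsets the loss of later exons may account for this and stays open, as does any difference between the annotation used for counting and that of the browser tracks.

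The female differentially expressed genes are rich in rRNA-like loci (Fisher's exact test, p = 5.63e-14), and a difference in rRNA left after depletion may account for these loci. All listed loci that were called were lower, so rRNA left after depletion is argued against as the direct cause of the 12 up-regulated genes. For the 25 down-regulated genes outside the list, RNA-seq alone cannot tell rRNA left after depletion apart from a difference between genotypes, since no table gives their rRNA reads. Among these genes, Igfbp1, Fkbp5 and Gpcpd1 are each the nearest gene of a decreased ATAC-seq peak. rRNA left in the RNA-seq libraries does not predict such peaks, which argues against it as the whole cause for these named genes only. The trend over GC content and length, which shifted the statistic in females by at most 0.131, is argued against as the cause. A group of 8 genes, chosen after their values were seen, had log2 fold changes above 2 in males and below -2 in females in the authors' deposited tables, among them 4 listed loci, Rgs9, Gm15564, Gm55094 and Mir6236. All 8 were called in females and 0 in males, where 6 had an unadjusted p-value under 0.05 and the standard errors ran from 1.07 to 2.28. For 4 of them (Gm54867, Lars2, Rgs9 and Rn18s-rs5) the difference between the sexes passed its threshold. Whether the calls of the 4 outside the list share the cause of the listed loci was not tested, and no biological explanation was tested.

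Glucocorticoid targets, a list of 30 genes of which 7 are in another list, lay lower in Midn-T females (NES -2.49, gene permutation p = 1.9e-08). Of 28 fold changes 21 were below 0, with 10 genes at an unadjusted p-value under 0.05 (9 of them lower) and 0 called. The list, made after the results were seen, holds none of the genes called in females, Fkbp5 among them. The 0 therefore does not show that no glucocorticoid target was called there. In males the NES was -1.19 (gene permutation p = 0.217), with 4 genes at an unadjusted p-value under 0.05 and 0 called, and the difference between the sexes was not past the threshold (NES 1.37, p = 0.092). A candidate explanation, found and tested on the same data, is lower glucocorticoid signalling in the Midn-T females at collection, together with the glucocorticoid response elements in decreased female peaks. A less fasted state of these mice, for which the PPARA list gave an NES of -1.80, cannot be told apart from it, since both lower some of the same genes and feeding was not recorded in the labels. An effect of Midn loss on glucocorticoid signalling is also open and untested.

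Of the 150 increased female peaks 80 are multi-copy, against 0 of the 67 decreased peaks (Fisher's exact p = 1.84e-17). Reads from sequence present in many copies may account for many of the increased peaks, through reads placed differently between libraries or a difference in the number of copies between the mice. The 70 increased peaks that are not multi-copy are not covered by this. Of the increased peaks 18 lie within 500000 bp of the first assembled base of a chromosome, against 0 of the decreased peaks (Fisher's exact p = 0.0011), and 20 of the 150 lie on chromosome X, against 1 of the 67 decreased peaks. Whether repeats carry the motifs of increased peaks cannot be told apart from the share of multi-copy sequence among the other peaks, as too few peaks hold the telomere-like consensus (all 5 multi-copy, against 75 of 145, p = 0.0611), and the Zfp691 consensus goes the other way (1 of 7 multi-copy, against 79 of 143, Fisher's exact p = 0.0505).

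GC content as the whole cause of the differences in these motifs is argued against by permutation within GC strata, with p = 0.0131 for KLF in decreased male peaks and, in decreased female peaks, p = 0.00108 for FOXA, 0.00053 for the nuclear receptor half-site and 0.00581 for HNF6, while HNF4A (0.0283) and the glucocorticoid response element (0.0360) were weaker. These p-values come from exact matches and are not adjusted over the motifs. Other differences between the peak sets, such as the distance to promoters, stay open.

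Choosing genes by their place in the ranking is enough to give scores such as those of the leading-edge genes alone. Of random sets with a positive score, 99.8% in females and 96.8% in males had a leading edge with an NES as high as the paper's. No biological explanation was tested.

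One increased female peak covers the Alb promoter, and the Cre transgene is driven by an albumin promoter. If Midn-T mice carry copies of this promoter that WT mice lack, the peak may come from the transgene. The male list holds 0 peaks at the Alb promoter, where copies of the albumin promoter in the Cre transgene predict an increase as well. An unlisted peak does not exclude one, so the transgene cannot be told apart from a change at Alb itself.

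In males, 0 of 25 transcription factors the paper names were called at the mRNA level, and 3 had an unadjusted p-value under 0.05 (Klf1, Nr1i3 and Ppara). The proteasome subunit list had an NES of 0.69 (adjusted p = 0.980) in males and 1.21 (0.296) in females, with 0 genes called, 0 at an unadjusted p-value under 0.05 and 0 adjusted over the list alone in each sex. It shares 0 of its 32 genes with other lists. The immediate-early list, which shares 1 of 24 genes, had -1.65 (0.028) in males, which did not pass under any of its 3 alternatives (adjusted p from 0.060 to 0.210), and -1.20 (0.336) in females, with 0 genes called and 1 at an unadjusted p-value under 0.05 in each sex, and 0 in males and 1 in females adjusted over the list alone. The sex chromosome list, which shares 0 of 6 genes, had 1.64 (0.033) in males, with 0 called, 2 of 6 at an unadjusted p-value under 0.05, 1 of them among the 4 genes with an adjusted p-value, and 0 adjusted over the list alone. This list did not pass when genes were ranked by log2 fold change (NES 0.80, adjusted p = 0.945). It passed with a mean normalized count of at least 10 (adjusted p = 0.038) and against random lists (0.027).

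The hepatocyte list, which shares 4 of 12 genes with other lists, had an NES of -1.04 (adjusted p = 0.538) in males, with Trf down-regulated and 1 gene adjusted over the list alone, and -1.69 (0.032) in females, with 0 called, 1 at an unadjusted p-value under 0.05 and 0 adjusted over the list alone. The female value did not pass when genes were ranked by log2 fold change (adjusted p = 0.433) or against random lists (0.120). The stellate and endothelial list, which shares 0 of 16 genes, had 0.995 (0.567) in males and 0.78 (0.844) in females, with 0 called and 1 at an unadjusted p-value under 0.05 in each sex, and 0 in males and 1 in females adjusted over the list alone.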
